# Extensive Regulation of Diurnal Transcription and Metabolism by Glucocorticoids

**DOI:** 10.1371/journal.pgen.1006512

**Published:** 2016-12-12

**Authors:** Benjamin D. Weger, Meltem Weger, Benjamin Görling, Andrea Schink, Cédric Gobet, Céline Keime, Gernot Poschet, Bernard Jost, Nils Krone, Rüdiger Hell, Frédéric Gachon, Burkhard Luy, Thomas Dickmeis

## Abstract

Altered daily patterns of hormone action are suspected to contribute to metabolic disease. It is poorly understood how the adrenal glucocorticoid hormones contribute to the coordination of daily global patterns of transcription and metabolism. Here, we examined diurnal metabolite and transcriptome patterns in a zebrafish glucocorticoid deficiency model by RNA-Seq, NMR spectroscopy and liquid chromatography-based methods. We observed dysregulation of metabolic pathways including glutaminolysis, the citrate and urea cycles and glyoxylate detoxification. Constant, non-rhythmic glucocorticoid treatment rescued many of these changes, with some notable exceptions among the amino acid related pathways. Surprisingly, the non-rhythmic glucocorticoid treatment rescued almost half of the entire dysregulated diurnal transcriptome patterns. A combination of E-box and glucocorticoid response elements is enriched in the rescued genes. This simple enhancer element combination is sufficient to drive rhythmic circadian reporter gene expression under non-rhythmic glucocorticoid exposure, revealing a permissive function for the hormones in glucocorticoid-dependent circadian transcription. Our work highlights metabolic pathways potentially contributing to morbidity in patients with glucocorticoid deficiency, even under glucocorticoid replacement therapy. Moreover, we provide mechanistic insight into the interaction between the circadian clock and glucocorticoids in the transcriptional regulation of metabolism.

## Author Summary

Glucocorticoids, steroid hormones of the adrenal gland, are important regulators of metabolism and the stress response. They are also widely used as anti-inflammatory drugs. Production and release of glucocorticoids show a diurnal pattern regulated by the circadian clock. Importantly, altered daily patterns of hormone action are thought to contribute to metabolic diseases. Here, we examined diurnal patterns of gene expression and metabolism in a zebrafish model of glucocorticoid deficiency. We observed that a surprisingly large number of genes show glucocorticoid-dependent diurnal patterns of transcription. This behaviour is particularly pronounced in metabolic genes, and metabolites of various central metabolic pathways are dysregulated. Interestingly, non-rhythmic glucocorticoid treatment restored many of these metabolite changes. It also restored expression of almost half of the dysregulated genes. Using *in vivo* bioluminescence assays, we provide evidence that this rescue is mediated via combined glucocorticoid–circadian clock activity on a simple regulatory DNA module enriched in the genomic vicinity of these genes. Our work provides mechanistic insight into how the circadian clock and glucocorticoids cooperate in the regulation of daily patterns of gene expression and metabolism. Furthermore, it highlights metabolic pathways that may contribute to disease mechanisms in patients with a disturbed glucocorticoid hormone system.

## Introduction

The circadian clock is an endogenous oscillator that regulates daily changes of behavior, physiology and metabolism [1]. The molecular basis of the circadian clock is a transcriptional-translational feedback loop, a central part of which are E-box enhancer elements [2]. To generate physiological rhythms, “peripheral” clocks in almost all tissues interact with signals produced by a “central” pacemaker, the hypothalamic suprachiasmatic nucleus. A key target of circadian clock control is metabolism, with circadian rhythms present in many metabolites and enzyme activities [3]. In addition, hormones with metabolic functions are regulated by the circadian clock. This includes glucocorticoids (GCs), steroid hormones mainly produced by the adrenal gland [4]. GC production shows higher basal levels in the morning in humans and at night in rodents. GCs were also shown to interact with clock factors in the transcriptional regulation of metabolic gene expression [5]. However, the global role of the interaction between the circadian clock and GCs in the regulation of physiology and metabolism and its underlying mechanisms are only incompletely understood.

Patients suffering from adrenal insufficiency (AI) have inadequate GC amounts either because of defects in the adrenal gland itself (primary AI) or due to deficient input from the pituitary gland (secondary AI) [6]. Patients with secondary AI have an increased risk to develop metabolic syndrome, and abnormal glucose tolerance is observed upon long-term therapy with current GC replacement regimes. This may be linked to an inadequate replication of the natural circadian GC rhythm [7]. Only limited information is available on the metabolic changes present in patients with AI [8,9], particularly with respect to their temporal dynamics. Animal models, preferentially with a diurnal lifestyle, could contribute to improve therapy by providing a mechanistic understanding of metabolic dysregulation in AI.

The zebrafish is a well-established model system for human disease including metabolic diseases [10] and has proven useful for chronobiology and endocrinology studies [11,12]. Zebrafish embryos and larvae are well-suited for *in vivo* bioimaging and drug screenings [13]. Similar to humans, zebrafish are diurnal and use cortisol as the main GC hormone, whereas laboratory rodents are nocturnal and use corticosterone. We previously described a mutation that leads to GC deficiency in homozygous larvae. *rx3* mutants of both a weak and a strong allele show a severe eye defect [14]. The strong allele additionally presents a severe reduction of ACTH producing corticotrope pituitary cells, leading to reduced cortisol amounts which also lack a diurnal rhythm (Fig 1A)[15]. Thus, this mutant condition resembles secondary AI. Intriguingly, a clock output rhythm, the circadian fluctuation of cell proliferation, is attenuated in the mutant larvae. These rhythms can be rescued by constant treatment with the synthetic GC, dexamethasone (DEX) [15], and are thus not dependent on the diurnal glucocorticoid release pattern. It is currently not understood how a constant GC signal integrates with circadian clock function to generate such GC-dependent clock output rhythms.

**Fig 1:**
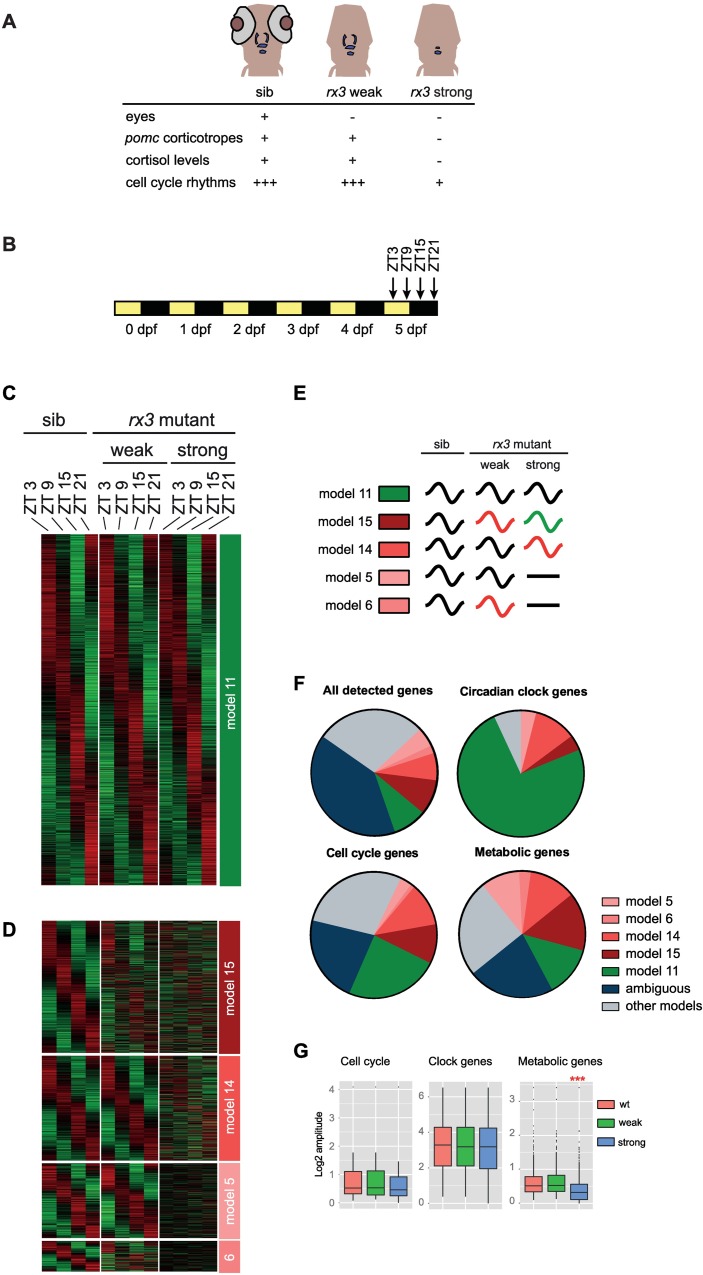
Glucocorticoids regulate a large part of the diurnal transcriptome. (A) *rx3* mutant phenotypes. Blue: *pomc* expression in larval head. sib: wild-type sibling. (B) Sampling schedules of the transcriptomics studies. Zebrafish embryos/larvae were raised under 12 h light (yellow) / 12 h dark (black) cycles. dpf: days post fertilization. ZT: *Zeitgeber* Time in hours after lights on (ZT0); lights off: ZT12. (C,D) Heatmaps of normalized mRNA expression levels of model 11 (C) and model 5-6-14-15 (D) genes. Red, high expression. Green, low expression. Expression levels normalized by the mean of each gene within each phenotype combination. (E) Overview of gene expression profiles in the different models. Black curved line: oscillation with same phase and amplitude as wild-type, red or green curved lines: oscillation with a phase or amplitude different from wild-type, black straight line: no oscillation. The green curved line indicates an oscillation with an amplitude and/or phase that is both different from wild-type (black) and from the other changed oscillation (red). (F) Model distribution among genes of different functional categories. (G) Tukey boxplots depicting amplitudes of gene expression oscillations in the indicated functional categories. Red stars, significant amplitude change (adjusted *p*-value = 2.2e-16).

Here, we examined diurnal changes in the transcriptome and metabolism of *rx3 strong* mutants with or without continuous DEX exposure. A surprisingly large part of diurnal gene expression is rescued by this constant DEX treatment, which also relieves specific metabolite changes in the mutants. Analysis of gene regulation revealed a combined simple enhancer element that is sufficient to mediate diurnal GC-dependent transcription. Besides providing mechanistic insight on GC-circadian clock crosstalk, our study reveals widespread changes in metabolism in an animal model of GC deficiency. These findings will help to better understand morbidities in patients with AI and identify metabolic pathways that could be used for monitoring of therapy efficiency.

## Results

### A large part of diurnal transcriptome changes is dependent on GCs

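RNA-Seq was carried out on larvae at 5 dpf from wild-type siblings, *rx3 weak* mutants and *rx3 strong* mutants, which were sampled at ZT3, ZT9, ZT15 and ZT21. The strong allele has far fewer ACTH producing corticotrope pituitary cells and is the paper's model of GC deficiency. Each genotype had 1 library per time point, so the 12 untreated libraries hold no replicates at any time point. The authors deposited the number of reads they counted on each gene, without normalization, together with a table of normalized values on a log2 scale. The total counts per library lay between 16427280 and 22204708, with a median of 18095275 in wild-type siblings, 20193682 in *rx3 weak* mutants and 19371879 in *rx3 strong* mutants. The 10 genes with the highest counts took between 7.16% and 7.6% of the counts in wild-type siblings, between 8.28% and 8.79% in *rx3 weak* mutants and between 9.63% and 10.96% in *rx3 strong* mutants. The sample labels call these larvae untreated, while the column names of the tables and the paper's methods give DMSO as the vehicle. The labels name a mixed strain background and the methods name the AB strain. The targeted gene *rx3* could not be followed in the libraries, because the tables used here do not pair its name with an identifier. Of the genes in the count table, 32281 had at least 1 read in at least 1 of the 20 libraries of the study and are called detected here.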

To examine if and how diurnal patterns of transcription are perturbed in the GC deficiency model, we measured diurnal transcriptome changes in *rx3 strong* mutant zebrafish larvae and their wild-type siblings (Fig 1A) at four time points over 24 h (Fig 1B; S1 Table, for quality control and validation experiment results see S1A–S1C Fig). To control for eye absence in the strong allele, we included the equally eyeless *rx3 weak* mutant larvae, which have normal diurnal cortisol levels. Statistical analysis based on harmonic linear regression [16] grouped genes into models according to their rhythmic or non-rhythmic expression behaviour under the three conditions (Fig 1C–1E, S2A Fig, S1 Table; see Materials and Methods for details). 

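The counts of the 12 untreated libraries were scaled with DESeq2's size factors and transformed with its variance stabilizing transformation (VST), which gives values on a log2 scale. Of 4 ways to fit the transformation, a blind fit to the 12 untreated libraries came closest to the values listed in the S1 Table, with a median absolute difference of 0.0144, and was used for all genes. For each gene, cosine and sine terms with a period of 24 h were fitted with 1 mean per genotype. The rhythm of each genotype was absent, shared or separate, which makes 15 models. The model with the highest weight by the Bayesian information criterion (BIC) was taken when that weight was at least 0.3 and the gene's mean VST value was at least 6. A mean VST value of at least 6 was reached by 19605 genes. Of the genes in the rows of the S1 Table used here, 1299 (97.7%) were assigned to the model given there. Both thresholds were read off these rows and the transformation was chosen on them, so this share is no independent check.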

Genes classified into model 1 did not exhibit rhythmicity under any condition, while genes grouped within the other 14 models showed rhythmic expression in at least one condition. 

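Model 1 held 1566 genes, and 13926 genes were assigned to models 2 to 15. The other 16789 of the 32281 detected genes (52.0%) had a BIC weight or a mean VST value below the thresholds. Models 2, 3 and 4, in which a single genotype is rhythmic, held 468, 409 and 747 genes.

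**Figure D1:**
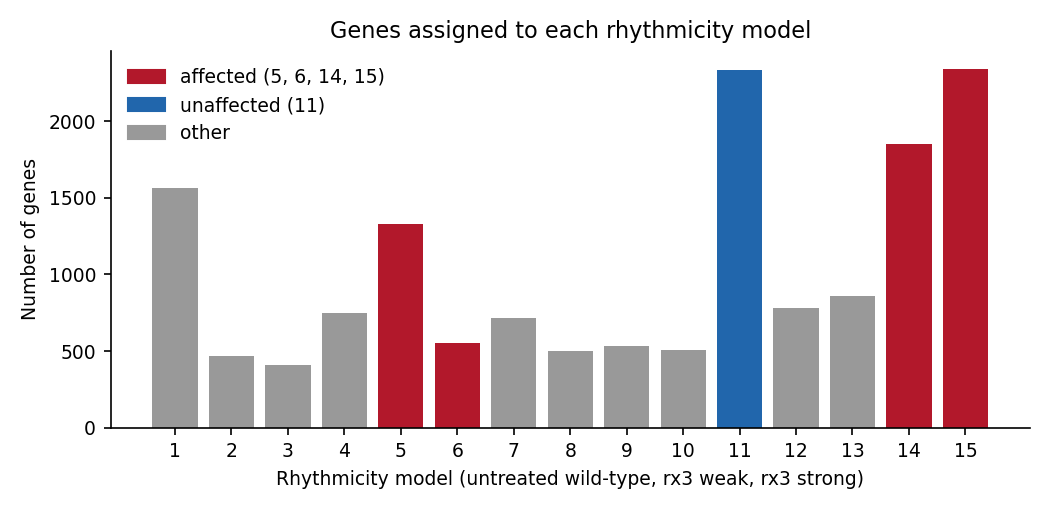
Number of genes (vertical axis) assigned to each of the 15 rhythmicity models (horizontal axis) in the 12 untreated libraries, with 1 bar per model. Model 15 has the tallest bar at 2342 genes, model 11 holds 2335 genes, and the 16789 ambiguous genes are not drawn.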

Genes which did not fulfill our statistical cutoff criteria to fit within these models were named “ambiguous”. Several models were of particular interest for our aim to identify genes with GC dependent diurnal patterns of transcription. Model 11 was rhythmic in all conditions with the same rhythmic parameters (Fig 1C and 1E); we will refer to this group of genes as “unaffected”. By contrast, models 5, 6, 14 and 15 showed either a lack of rhythmic expression (model 5, 6) or a change in amplitude or phase (model 14, 15) in the strong allele (Fig 1D and 1E). 

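The unaffected genes of model 11 made up 16.8% of the rhythmic genes and 7.2% of the detected genes. With each genotype fitted on its own, the median amplitude of these genes on the VST scale was 0.495 in wild-type siblings, 0.472 in *rx3 weak* mutants and 0.459 in *rx3 strong* mutants. Their median phase difference was 0.88 h between wild-type siblings and *rx3 weak* mutants and 1.02 h between wild-type siblings and *rx3 strong* mutants.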

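Model 5 held 1328 genes and model 6 held 551 genes. Changes of phase or amplitude were assigned to 1851 genes in model 14 and to 2342 genes in model 15. In the models that set *rx3 weak* mutants apart in the same way (models 7, 8 and 13) there were 2074 genes, and in those that set wild-type siblings apart (models 9, 10 and 12) there were 1821 genes.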

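Amplitudes were compared after each genotype was fitted on its own, on the VST scale, and are given as medians across genes, which are not independent replicates. In the 1879 genes of models 5 and 6, the median amplitude was 0.411 in wild-type siblings, 0.423 in *rx3 weak* mutants and 0.13 in *rx3 strong* mutants. In the 1851 genes of model 14, the medians were 0.389, 0.398 and 0.418 in the same order. In the 2342 genes of model 15, they were 0.373, 0.38 and 0.339. The amplitude was smaller in *rx3 strong* mutants than in wild-type siblings in 49.2% of the model 14 genes and in 57.5% of the model 15 genes. Across all genes of models 5, 6, 14 and 15, the median difference in amplitude between *rx3 strong* mutants and wild-type siblings was -0.1302. In a two-sided exact permutation test that exchanged both genotypes' libraries within time points, this was the largest of the 8 possible differences, and a share of 1 in 8 is the smallest the test can give. The models were selected on the same values, so these amplitudes describe the classes and do not test them.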

For these four models, global gene expression amplitudes are not significantly different between wild-type and *rx3 weak* allele mutants, while they are significantly reduced (model 14 and 15) or absent (model 5 and 6) compared with the wild-type in strong allele mutants (S2D–S2G Fig). Furthermore, global comparison of phases shows that they are more perturbed when comparing wild-type and strong allele mutants than when comparing wild-type and weak allele mutants (S2H–S2K Fig). 

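In the 6072 genes of models 5, 6, 14 and 15, the median phase difference was 1.6 h between wild-type siblings and *rx3 weak* mutants and 4.76 h between wild-type siblings and *rx3 strong* mutants. It was 1.52 h and 5.57 h in models 5 and 6, where the strong allele has little amplitude, and 1.65 h and 4.4 h in models 14 and 15. Taken apart, model 14 had 0.8 h and 4.19 h. Model 15 had 3.0 h and 4.59 h, so that the phase of the weak allele differed there too. In the 2074 genes of models 7, 8 and 13, which set the weak allele apart, the median phase difference was 4.23 h for the weak allele and 1.48 h for the strong allele.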

We will refer to the genes of models 5, 6, 14 and 15 as “affected”. These four models define a set of 5970 genes that are candidates for mediating GC-dependent circadian functions. 

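The affected set held 6072 genes here. The setting that moved this number most was model selection by the corrected Akaike criterion in place of the BIC, which gave 2024 genes. With edgeR's TMM scaling in place of DESeq2's size factors the set held 6035 genes. Of the 389 genes of these models among the rows of the S1 Table, from which the thresholds were read, 382 were also affected here.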

Representing 43.6% of all genes showing rhythmic expression and 23.4% of all detected genes, they constitute a surprisingly large category of the diurnal transcriptome (Fig 1F). 

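The affected genes were 43.6% of the 13926 rhythmic genes (95% Wilson interval 42.8% to 44.4%) and 18.8% of the 32281 detected genes. The interval covers the counting of genes only, since there is 1 library per genotype and time point. The authors' normalized table lists fewer genes, and the 5893 affected genes found in it were 23.0% of them. A test of the rhythm with an error rate was added to the model selection. It asked whether the cosine and sine terms differed between *rx3 strong* mutants and wild-type siblings, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 22078 genes with sufficient counts. No gene had an adjusted p under 0.05 (0 genes, smallest adjusted p = 0.493). An unadjusted p under 0.05 was found in 654 genes, fewer than the 1104 expected if p-values without a difference were uniform. They were not, since splits that exchanged the genotypes within time points had a median of 303 such genes. Of 100 splits, the real one included, 18 had at least 654. In simulated counts of these libraries, 200 lost rhythms were placed in well expressed genes. The test recovered 77% of those with a difference of 2 between peak and trough (log2) and 1.5% of those with a difference of 1. In the data, 43 affected genes had an amplitude of at least 2 in wild-type siblings, so 77% need not hold for them. A rhythm common to the 3 genotypes had an adjusted p under 0.05 in 3739 genes by the same test. From the model assignments, the paper proposes the affected genes as candidates for mediating GC-dependent circadian functions and states that they form a large category of the diurnal transcriptome.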

Gene Ontology (GO) analysis showed enrichment in GO terms for metabolic processes in this set (S1E Fig). Indeed, 39.9% of the temporal profiles of metabolic genes are assigned to model 5-6-14-15 genes (Fig 1F). By contrast, circadian clock and cell cycle genes are less affected in their temporal expression in *rx3 strong* mutants. 

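The S3 Table lists 643 metabolic genes, all of them detected, and 595 of them had a mean VST value of at least 6. Of the 643 genes, 249 were affected, which is 38.7% (95% Wilson interval 35.0% to 42.5%). Model 5 held 61 of them, model 6 held 17, model 14 held 80 and model 15 held 91. In 10000 random lists of the same size matched on mean expression, the affected share had a median of 29.9% and a maximum of 37.3%. The unaffected model 11 held 87 metabolic genes (13.5%), a share above that of 79.6% of the random lists.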

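A list of 42 circadian clock genes was compared with the gene names that the tables give, and 6 of them (14.3%) had a name there. A share over the list would rest on too few of its genes and is void. Of the 6 matched genes, *arntl1a*, *cry-dash*, *nr1d2a*, *rorab* and *bhlhe40* were assigned to model 11 and *clock3* to model 14. The amplitude of *bhlhe40* on the VST scale was 4.492 in wild-type siblings and 3.865 in *rx3 strong* mutants, with peaks at 2.6 h and 2.9 h after lights on. For *arntl1a* the amplitudes were 2.98 and 1.585, with peaks at 9.8 h and 10.2 h.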

75% of all circadian clock genes are not altered in their rhythmicity and belong to model 11 (Fig 1F, S3A Fig). 

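Of a list of 123 cell cycle genes, 8 (6.5%) had a name in the tables, so that a share of the list is void. The matched genes *rb1*, *atm*, *skp1* and *skp2* were assigned to model 11, *ywhah* to model 1 and *smad2* to model 3, and *anapc2* was ambiguous. The amplitude of *rb1* on the VST scale was 1.032 in wild-type siblings and 0.723 in *rx3 strong* mutants.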

There is also enrichment for model 11 within the group of cell cycle genes (23.8%, Fig 1F, S3B Fig). Fitting this observation, model 11 genes are enriched for GO terms related to the cell cycle (S1D Fig). These findings show that many cell cycle related genes have a rhythmic expression pattern which does not change in the *rx3 strong* mutants. Still, 25.4% of cell cycle genes belong to model 5-6-14-15 (Fig 1F). 

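Among the matched cell cycle genes, *mad2l1* was assigned to model 5. Its amplitude was 1.525 in wild-type siblings and 0.599 in *rx3 strong* mutants on the VST scale, with each genotype fitted on its own.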

Interestingly, there is no statistically significant alteration in oscillation amplitude between weak and strong allele mutants across both all cell cycle genes and all circadian clock genes (Fig 1G). However, the amplitudes of oscillation are significantly reduced across the metabolic genes in *rx3 strong* mutants (Fig 1G), further indicating a higher degree of attenuated rhythm within this group. 

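The amplitude of each metabolic gene with a mean VST value of at least 6 was taken from a fit to each genotype on its own. Across the 595 genes, the median amplitude was 0.399 in wild-type siblings, 0.411 in *rx3 weak* mutants and 0.324 in *rx3 strong* mutants. The median difference between *rx3 strong* mutants and wild-type siblings was -0.0955, and 64.0% of the genes had a smaller amplitude in the strong allele. Genes are not replicates, so the libraries of both genotypes were exchanged within time points. The difference was the largest of the 8 that these exchanges give (two-sided exact permutation test, 4 libraries per genotype), and no smaller share than 1 in 8 is possible with this design. For *rx3 weak* mutants the median difference was 0.0137 (p = 0.625, same exact test). The alternative that moved the p most was a mean VST value of at least 8, with a difference of -0.1007 (p = 0.25, same exact test). In the 346 metabolic genes that were not affected, the difference for *rx3 strong* mutants was -0.0174 (p = 0.625, same exact test). Of these genes, 52.3% had a smaller amplitude in the strong allele. The reduction thus lay mainly in metabolic genes that were placed in the affected models on the same values.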

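The 29 metabolic pathways of the S3 Table were tested for enrichment among the genes with a mean VST value of at least 6 by a one-sided exact hypergeometric test with Benjamini-Hochberg adjustment. Among the affected genes, 6 pathways had an adjusted p under 0.05. They were the pentose phosphate cycle, glyoxylate and dicarboxylate metabolism, tryptophan metabolism, the one carbon pool by folate, terpenoid backbone synthesis, and cysteine and methionine metabolism. Of the 34 glyoxylate and dicarboxylate genes in the background, 20 were affected, where 10.53 would be drawn by chance (adjusted p = 0.0141, exact hypergeometric test). Among the unaffected genes of model 11, no pathway had an adjusted p under 0.05 (0 of 29, smallest adjusted p = 0.483, exact hypergeometric test), and 2 pathways had an unadjusted p under 0.05.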

The “affected” set of genes also encompasses a larger number of enriched metabolic pathways than the “unaffected” set (compare S1F Fig with S1G Fig), again underlining the strong effect present in this group on the diurnal expression of metabolic genes.

### GC treatment partially restores diurnal gene transcription

Next, we asked whether and to what extent affected gene expression rhythms can be restored in the mutants by constant GC treatment. 

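The treated larvae were kept in 25 µM DEX and were also sampled at ZT3, ZT9, ZT15 and ZT21 at 5 dpf, with 1 library each of wild-type siblings and *rx3 strong* mutants at every time point. The 8 DEX libraries had between 12586879 and 49738048 counts on genes. The library of wild-type siblings at ZT3 had the fewest. The median was 31550108 in wild-type siblings and 30821290 in *rx3 strong* mutants. The sample labels give the DEX libraries another library preparation kit than the untreated libraries, while the paper's methods name a single kit. All DEX libraries have one kit and all untreated libraries the other, so that the kit and the treatment cannot be told apart. For the rhythmicity models and the level tests, untreated and DEX libraries were therefore normalized and fitted separately, and the genotypes were compared within each treatment. The test of the genotype by treatment interaction used 16 libraries of both treatments together. The normalized counts given for single genes were scaled with DESeq2's size factors of all 20 libraries, so that their values with and without DEX also differ by kit.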

To determine how the diurnal transcriptome changes under chronic DEX treatment (Fig 2A), we carried out RNA-Seq analysis of treated *rx3 strong* mutants and wild-type siblings. To evaluate whether the treatment leads to a rescue of rhythmic expression in the mutants, we analyzed the two treated conditions for rhythmic parameters of gene expression as done for the untreated samples. This allowed us to evaluate if differences in expression between the genotypes were abolished by the treatment, even if other general DEX effects on transcription affected both conditions similarly. 

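The counts of the 8 DEX libraries were transformed on their own, and 18367 genes had a mean VST value of at least 6. With 2 genotypes there are 5 models, and a model was accepted at a BIC weight of at least 0.5. Model A without a rhythm held 1385 genes, model B with a rhythm in wild-type siblings alone held 1101, and model C with a rhythm in *rx3 strong* mutants alone held 617. Model D with a shared rhythm held 4744 genes and model E with different rhythms held 4258. The other 20176 detected genes were ambiguous. Under DEX, 0 of 22609 genes had an adjusted p under 0.05 for a difference in rhythm between the genotypes. The smallest adjusted p was 0.234 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found in 283 genes, fewer than the 1130 expected with uniform p-values. Splits that exchanged the genotypes within time points had a median of 201 such genes, and 4 of 8, the real one included, had at least 283. In simulated counts of the 8 libraries that test recovered 3% of lost rhythms with a difference of 2 between peak and trough (log2).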

Our statistical analysis yielded five models (S2B Fig), of which two (D and E) exhibit rhythmicity in both wild-types and mutants. Therefore, these models could indicate a rescue of dysregulated patterns among the “affected” gene group (Fig 2B and 2C; S4 Fig). Model D regroups those genes in which there is no difference in rhythmic expression between mutants and wild-type under DEX treatment. Model E indicates those genes in which a difference in phase or amplitude between mutant and wild-type is still present under DEX treatment. We classified as rescued all genes which were not rhythmic in the mutants before (model 5 and 6) and in which rhythms have been restored (model D or E), or genes of models 14 and 15 in which a phase or relative amplitude difference in the untreated condition has been abolished (model D) or reduced (model E). By contrast, we did not count as rescued all those genes of model E in which phase or amplitude differences were not reduced by the treatment (named model E*).

**Fig 2:**
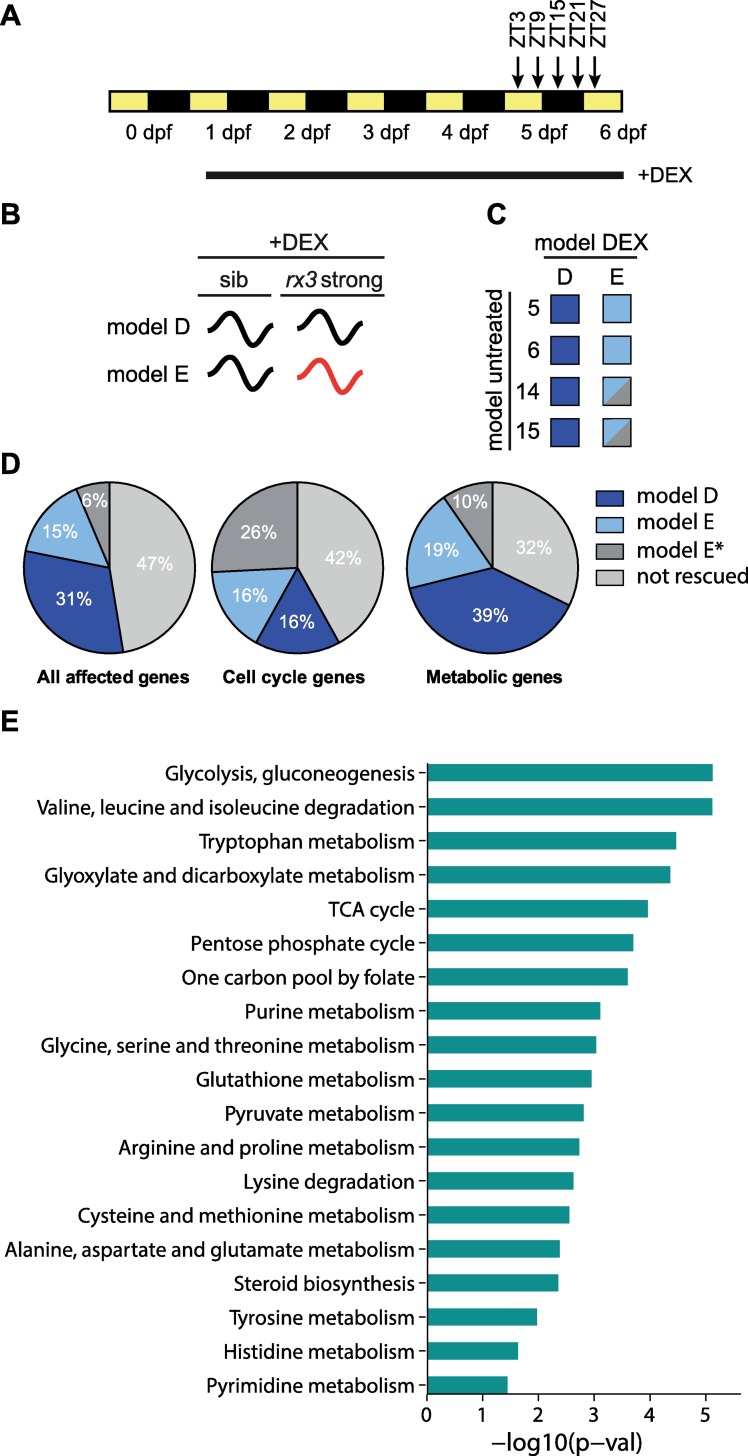
Constant DEX treatment rescues diurnal gene expression patterns especially of metabolic genes. (A) Sampling and treatment schedules of the transcriptomics and metabolomics studies. Zebrafish embryos/larvae were raised under 12 h light (yellow) / 12 h dark (black) cycles. dpf: days post fertilization. ZT: *Zeitgeber* Time in hours after lights on (ZT0); lights off: ZT12. DEX: dexamethasone. (B) Model assignments under DEX rescue. Black curved line: oscillation with same phase and amplitude as wild-type, red curved line: oscillation with a phase or amplitude different from wild-type. (C) Genes defined as rescued. Rescued genes of all “affected” models in the untreated situation (5,6,14,15) that are now classified as model D under DEX treatment (= showing identical phase and amplitude in both phenotypes) are indicated as dark blue. Genes classified as model E under DEX treatment that were either not rhythmic in the untreated mutant situation (model 5 and 6) or that were rhythmic (models 14 and 15), but showed higher phase or amplitude differences in the untreated than in the treated situation, are indicated as light blue. Genes of model 14 and 15 now classified as model E, but with no reduction of phase or amplitude differences are named model E* and indicated by dark grey. Model E* genes are not considered as rescued. (D) Pie charts depicting the behaviour of model 5-6-14-15 genes under DEX treatment. Genes not rescued by DEX treatment are indicated by the dark (model E*) and light (models other than D or E) grey colours. (E) Enriched metabolic pathways among the rescued genes.

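Enrichment of the 29 metabolic pathways among the 2610 rescued genes was tested against the 17969 genes with a mean VST value of at least 6 in both sets of libraries, by a one-sided exact hypergeometric test with Benjamini-Hochberg adjustment. An adjusted p under 0.05 was reached by 11 pathways. Tryptophan metabolism had 15 rescued genes among 42, where 6.1 would be drawn by chance (adjusted p = 0.0146, exact hypergeometric test). The one carbon pool by folate had 8 among 18 (2.61 by chance, adjusted p = 0.0146, exact hypergeometric test). The TCA cycle had 10 among 31 (4.5 by chance, adjusted p = 0.0357, exact hypergeometric test). The other 8 were the pentose phosphate cycle, glyoxylate and dicarboxylate metabolism, purine metabolism, arginine and proline metabolism, glycine, serine and threonine metabolism, steroid biosynthesis, terpenoid backbone synthesis, and valine, leucine and isoleucine degradation. The number depended most on the background, with 1 pathway against the affected genes alone and 20 pathways against all detected genes.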

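Of the 6072 affected genes, 2610 met the rescue criteria, which is 43.0% (95% Wilson interval 41.7% to 44.2%). Model D held 24.6% of the affected genes and rescued genes of model E made up 18.4%. Model E* held 3.3% and other models or ambiguous assignments held 53.7%. The rescued share moved most when model D alone was counted, to 24.6%. With a BIC weight of at least 0.3 in place of 0.5 in the DEX libraries it was 56.0%.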

Applying these rescue criteria, 46% of the model 5-6-14-15 genes were rescued (Fig 2D, “all affected genes”). Strikingly, 58% of the metabolic genes of model 5-6-14-15 are rescued (Fig 2D). 

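Of the 249 affected metabolic genes, 141 were rescued, which is 56.6% (95% Wilson interval 50.4% to 62.6%). The parts were 33.7% in model D, 22.9% rescued in model E, 4.8% in model E* and 38.6% in other models or ambiguous. In 10000 random lists of 249 affected genes matched on mean expression, the rescued share had a median of 46.2% and reached that of the metabolic genes in 1 list. The median difference in amplitude between *rx3 strong* mutants and wild-type siblings under DEX was -0.0747 across the 595 metabolic genes with a mean VST value of at least 6 in the untreated libraries (p = 0.75, two-sided exact permutation test within time points, 4 libraries per genotype), and 58.7% of them had a smaller amplitude in the mutants. It was -0.0955 without DEX, and the change between the treatments was not tested. The pathways with the most rescued genes were purine metabolism with 25 of 42 affected genes, and glycolysis and gluconeogenesis as well as arginine and proline metabolism with 17 each.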

Interestingly, even though 68% of affected cell cycle genes do not show convergence of mutant and wild-type expression patterns in the DEX treated condition (Fig 2D, S3B Fig), this treatment restores cell cycle rhythms in the *rx3 strong* mutants [15]. In summary, chronic DEX treatment is able to restore rhythmic expression patterns matching the wild-type in nearly half of all rhythmic genes affected in the mutants and in about 60% of the metabolic genes. This is a striking finding, showing that a large proportion of affected genes do not require *rhythmic* GC input for the GC-dependent regulation of their rhythmic transcription.

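A mean VST value of at least 6 in the DEX libraries was reached by 1728 genes of models 5 and 6, and 48.2% of them were assigned to model D or E. Of the 3898 such genes of models 14 and 15, 50.7% were assigned to model D or E. The share was 50.9% for rhythmic genes that were not affected and 40.8% for genes of model 1. With the DEX values of another gene of similar mean expression, the rescued share of affected genes was 43.2%, against 43.0% with their own. These shares therefore do not set a rescue specific to the affected genes apart from a background rate. In the 937 model 14 and 15 genes that were in model E under DEX, 78.7% had a smaller difference in phase or in relative amplitude than in the untreated libraries. From the restored patterns under constant DEX, the paper concludes that a large proportion of the affected genes do not require rhythmic GC input for their rhythmic transcription.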

### Cortisol deficient *rx3 strong* mutants show diurnal metabolome changes that correlate with changes in transcription

Our RNA-Seq analysis revealed a high proportion of metabolism-related genes among the set with GC-dependent diurnal transcription. Therefore, to determine metabolite changes, we examined extracts from *rx3 strong* and *rx3 weak* mutant zebrafish larvae and their wild-type siblings at five time points over 24 h (Fig 2A) by NMR spectroscopy. We recorded 1D spectra for quantitation and additionally 2D J-resolved spectra for unambiguous identification of compounds. Principal component analysis (PCA) of the NMR spectra (Fig 3A) shows that *rx3 weak* and wild-type samples cluster together, illustrating that the metabolomes of *rx3 weak* mutants and wild-type larvae are more similar to each other than to the strong allele samples. Under DEX treatment, the wild-type and *rx3 strong* mutants cluster much closer together than the control samples (Fig 3B). Betaine, creatine, lactate and glutamine appear as major contributors to the main principal components (S5A and S5B Fig). Indeed, glutamine showed a strong accumulation in *rx3 strong* larvae at all examined time points, which was rescued by DEX treatment (S5C Fig).

**Fig 3:**
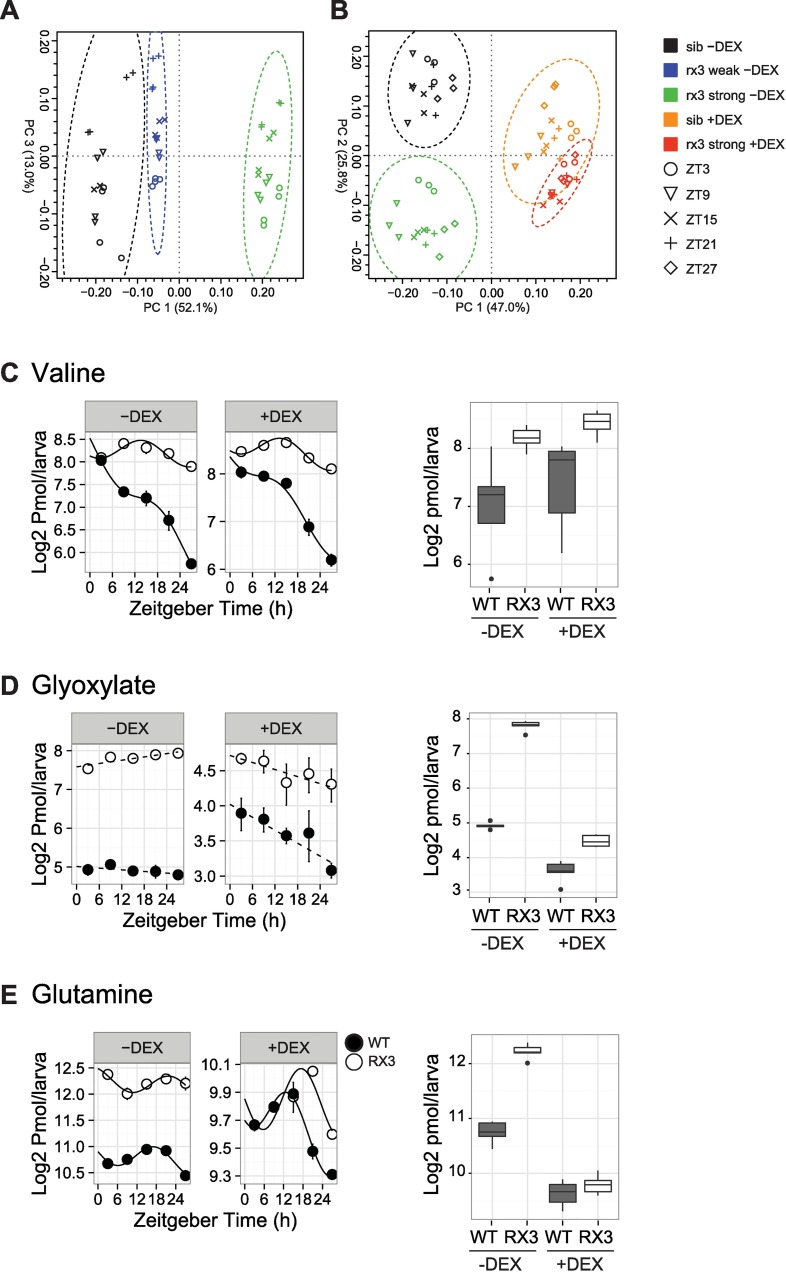
Diurnal metabolite patterns show differential dependence on glucocorticoids. (A, B) Principal component analysis (PCA) score plots of the NMR spectra of untreated samples (A) and of DEX treated together with control samples (B). (C-E) Left: Temporal profiles of metabolite levels determined by UPLC-FLR for the indicated phenotype/treatment combinations. Lines fitted by linear regression if statistical models indicate rhythmicity for wild-type (black) and *rx3 strong* mutant samples (white). Rhythmic model fits are indicated as continuous lines, non-rhythmic fits as broken lines. Error bars represent SEM. Right: Tukey boxplots depicting metabolite levels at all examined time points in wild-type siblings (WT, white) and *rx3 strong* mutants (RX3, grey) in the absence or presence of DEX.

Glutamine plays an important role in amino acid and central carbon metabolism, pathways which were also found to be enriched among the rescued gene set (Fig 2E). Therefore, we measured a set of amino acids and TCA cycle related metabolites by UPLC-FLR and IC-CD analysis, and evaluated rhythmicity of these data using the harmonic linear regression based model selection approach (S2C Fig, S2 Table). Rhythmicity behaviour and changes in mean levels of the metabolites indicated three groups of particular interest.

In the first group, which includes branched chain amino acids (BCAAs) and aromatic amino acids (AAAs), there is an accumulation of compounds in *rx3 strong* mutants which is not rescued by DEX treatment (Fig 3C, S5D–S5G Fig and S2 Table). Generally, compound levels in the wild-type show a stronger overall decrease over time than in the mutants. Also, rhythmicity behaviour in this group is not dramatically affected by GCs (models II [Tyr] and VI [Val, Leu, Ile, Phe]). These findings only partly correlate with gene expression pattern changes in the first degradation steps of the corresponding pathways. 

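Of 7 genes of the first steps of aromatic amino acid degradation, *tat* (model 14) and *gstz1* (model 15) were affected. Under DEX, *gstz1* was in model D and counted as rescued, and *tat* was ambiguous. The paralogs *hpda* and *hpdb*, whose reads the counting could have split, were assigned to models 1 and 13. In branched chain amino acid degradation, *bcat2* (model 15), *bckdha* (model 5) and *dbt* (model 5) were affected and all 3 were rescued, *bcat2* in model E and the others in model D. The amplitude of *dbt* on the VST scale was 0.466 in wild-type siblings and 0.187 in *rx3 strong* mutants. The levels of *tat* were higher in *rx3 strong* mutants by a log2 fold change of 0.54 (standard error 0.14, adjusted p = 0.0176, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in 2 of 9 alternatives.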

In the AAA pathway, half of the affected genes are rescued (S6A Fig), and in the BCAA pathway, all three key enzymes are rescued (S6B Fig). Here, metabolite accumulation seems to reflect other processes that are independent of GC regulation or not rescued by constant DEX application. Such processes may include posttranscriptional and -translational regulation of these enzymes, or BCAA accumulation due to increased degradation of BCAA containing proteins.

The second group of metabolites equally accumulates in the mutants, but here their levels are rescued by DEX treatment. Glyoxylate, lysine and the ornithine-urea cycle (OUC) compounds ornithine, citrulline and arginine belong to this group (Fig 3D, S5H–S5K Fig and S2 Table). Rhythmicity behavior varies in this group (models I [glyoxylate], III [Cit], VII [Arg] or ambiguous [Lys, Orn]). Patterns of gene expression in the corresponding pathways seem to be more closely correlated with metabolite changes than in the first group: glyoxylate metabolizing enzymes are downregulated, while those producing glyoxylate are upregulated in *rx3 strong* mutants, and changes in both pathways are rescued by DEX treatment (S6C Fig). 

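Levels were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in which the 4 time points stood in for replicates, the time point was a factor and the 12 untreated libraries shared the estimate of the spread. Of 22078 genes tested, 4295 had an adjusted p under 0.05 between *rx3 strong* mutants and wild-type siblings. Of these, 1943 were higher and 2352 lower in the mutants. The alternative that moved the number most was leaving the time point out of the fit, with 2052 genes. The largest fall among genes with sufficient counts was in ENSDARG00000045677, with a log2 fold change of -11.1 (standard error 0.81, adjusted p = 0.000143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rise was in ENSDARG00000062632, with 4.08 (standard error 0.29, adjusted p = 2.08e-08, same test). The tables pair neither identifier with a name. Of the 623 metabolic genes tested, 210 had an adjusted p under 0.05, or 241 when the adjustment was made over the metabolic genes alone. Of the genes that act on glyoxylate, *agxtb* was lower in *rx3 strong* mutants at all 4 time points by a log2 fold change of -1.68 (standard error 0.09, adjusted p = 1.99e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its paralog *agxta*, with which it could share reads, changed by -0.44 (standard error 0.1, adjusted p = 0.00268, same test). For *grhprb* the log2 fold change was 0.85 (standard error 0.09, adjusted p = 1.43e-07, same test), with higher levels in the mutants at all 4 time points. The paralog *grhpra* and *agxt2* had adjusted p of 0.142 and 0.231 in the same test. Of the genes that produce glyoxylate, *hao1* was higher by 0.35 (standard error 0.08, adjusted p = 0.00316, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *hoga1* by 0.4 (standard error 0.13, adjusted p = 0.032, same test). For *hao2* the adjusted p was 0.333. Under DEX the log2 fold change of *agxtb* was -0.09 (standard error 0.2, adjusted p = 0.876, same test) and that of *hao1* was 0.65 (standard error 0.15, adjusted p = 0.0242, same test). The difference between the treated and the untreated fold change was tested as the genotype by treatment interaction, with adjusted p of 0.00447 for *agxtb* and 0.553 for *hao1* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under the alternatives, the level call of *hoga1* was lost in 4 of 9 and that of *hao1* in 1 of 9 in the untreated libraries and in 4 of 8 under DEX. The interaction of *agxtb* lost its call in 1 of 8.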

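Of the 6 OUC genes *cps1*, *otc*, *ass1*, *asl*, *arg1* and *arg2*, none had a higher level in *rx3 strong* mutants (0 of 6), and *cps1* and *otc* had an adjusted p under 0.05. The level of *cps1* was 126.8 ± 30.5 normalized counts in wild-type siblings and 19.9 ± 6 in *rx3 strong* mutants (SD, n = 4 time points). Its log2 fold change was -2.67 (standard error 0.24, adjusted p = 2.82e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of *otc* was 74.2 ± 10.6 and 3.8 ± 2 normalized counts (SD, n = 4 time points), with a log2 fold change of -4.27 (standard error 0.37, adjusted p = 1.36e-08, same test). Both were also lower in *rx3 weak* mutants, *cps1* by a log2 fold change of -1.82 (adjusted p = 2.48e-06, same test) and *otc* by -2.29 (adjusted p = 4.76e-06, same test). Under DEX the log2 fold change of *cps1* between the genotypes was -0.04 (standard error 0.29, adjusted p = 0.962, same test), where wild-type siblings had a mean of 19.3 normalized counts. That of *otc* was -1.85 (standard error 0.31, adjusted p = 0.00557, same test). The interaction of genotype and treatment was 2.6 for *cps1* (adjusted p = 0.00275, same test) and kept its call in 8 of 8 alternatives. For *otc* the interaction was 2.4 (adjusted p = 0.0322, same test) and lost its call in 4 of 8. In the model selection, *ass1* was affected (model 15) and rescued (model E).

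**Figure D2:**
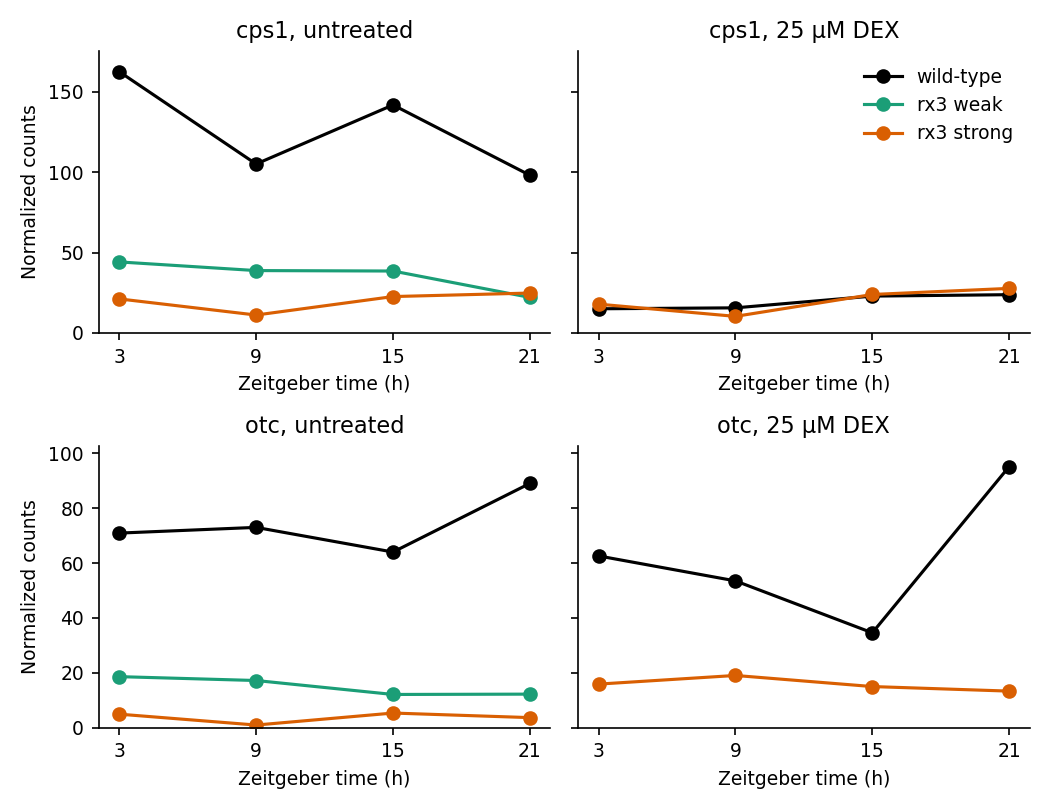
DESeq2-normalized counts (vertical axes) of *cps1* (top) and *otc* (bottom) at each zeitgeber time in hours (horizontal axes), untreated (left) and under 25 µM DEX (right), with 1 point per library and 1 line per genotype. In the untreated libraries *rx3 strong* mutants lie below wild-type siblings at all 4 time points, and under DEX the *cps1* values of both genotypes lie between 10.31 and 27.7.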

A similar behavior is seen in the OUC pathway (S6D Fig).

The last group contains only one compound, glutamine. Here, accumulation in *rx3 strong* is rescued by DEX treatment, as in the second group. Additionally, glutamine shows a diurnal rhythm in the wild-type which is slightly flattened and shifted in the *rx3 strong* mutant (log2 amplitude 0.40 and peak at ZT22.2 compared with 0.47 and ZT17.5 in wild-type). Under DEX treatment, both mutant and wild-type exhibit strong rhythmic glutamine concentrations and the phase difference is reduced (model IX, Fig 3E, S5C Fig, S2 Table). Remarkably, glutamine is the only compound of the set which shows such a rescue of both overall levels and circadian rhythmicity by DEX treatment.

### Circadian glutamine metabolism is impaired in *rx3 strong* mutants

Glutamine forms part of several pathways enriched in the rescued gene set. For example, it is a required source of nitrogen for purine and pyrimidine synthesis. Interestingly, an entire chain of enzymes downstream of glutamine entry into the purine biosynthesis pathway shows dysregulation in *rx3 strong* mutants, which is rescued by DEX (S6E Fig). These enzymes act upstream of *IMP* (*inosine 5'-monophosphate*) *dehydrogenase 2* (*impdh2*), which has recently been suggested to be involved in the regulation of circadian rhythms of cell proliferation [18]. *impdh2* expression is also dysregulated in the mutants and rescued by DEX. 

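Of the 6 enzyme genes between glutamine entry and IMP, *gart* (model 14), *pfas* (model 14), *paics* (model 6), *adsl* (model 5) and *atic* (model 14) were affected, and *ppat* was in model 12. Under DEX, *adsl* (model D), *pfas* and *atic* (model E) were rescued, while *gart* and *paics* were ambiguous with BIC weights of 0.464 and 0.499. The level of *paics* was 2516.8 ± 933.2 normalized counts in wild-type siblings and 9017.3 ± 909.8 in *rx3 strong* mutants (SD, n = 4 time points). Its log2 fold change was 1.91 (standard error 0.26, adjusted p = 0.0024, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 0.92 for *atic* (standard error 0.15, adjusted p = 0.000511, same test) and 0.77 for *gart* (standard error 0.09, adjusted p = 1.61e-06, same test). Under DEX the log2 fold change of *paics* was 0.02 (standard error 0.15, adjusted p = 0.973, same test). The interaction of genotype and treatment had an adjusted p of 0.0102 for *paics*, 0.00524 for *gart* and 0.017 for *atic*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 8 alternatives the interaction kept its call for *paics*, and it was lost in 2 for *gart* (Benjamini-Hochberg adjusted p from 4.97e-05 to 0.419 over edgeR's and DESeq2's tests) and in 4 for *atic* (from 0.000914 to 0.513). The level difference of *atic* lost its call in 1 of 9 alternatives.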

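The gene *impdh2* was assigned to model 6 with a BIC weight of 0.365 and to model D under DEX with a weight of 0.877. Its level was 746.5 ± 57.3 normalized counts in wild-type siblings and 959.8 ± 39.3 in *rx3 strong* mutants (SD, n = 4 time points), a log2 fold change of 0.36 (standard error 0.1, adjusted p = 0.00958, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.14 under DEX (standard error 0.11, adjusted p = 0.574, same test), and the interaction of genotype and treatment had an adjusted p of 0.414. The call in the untreated libraries was lost in 2 of 9 alternatives.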

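The S3 Table lists 108 purine metabolism genes, of which 42 were affected and 13 were in model 11. A mean VST value of at least 6 in both sets of libraries was reached by 98 of them. Among these, 14.23 rescued genes would be drawn by chance (adjusted p = 0.0146, one-sided exact hypergeometric test with Benjamini-Hochberg adjustment).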

As genes in many other branches of the purine synthesis pathway are equally rescued (S1 and S3 Tables), GCs seem to regulate a large part of the diurnal transcription within this pathway.

Glutamine is also important for refilling (anaplerosis) of the TCA cycle with α-ketoglutarate when it is deprived of intermediates (Fig 4A). We chose this glutamine-TCA cycle connection for a proof-of-principle analysis. Examination of the cumulated levels of six TCA intermediates shows that citrate levels are higher in the mutants, while succinate levels are reduced (Fig 4B). This finding is consistent with reduced anaplerosis at the level of α-ketoglutarate, leading to an upstream block and downstream depletion of cycle intermediates. In DEX treated conditions the levels are normalized, indicating restored flow. 

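Of the 52 genes listed in Fig 4C, 51 had an identifier in the tables, and 50 of these were assigned to the model given there. Models 5, 6, 14 and 15 held 41 of them, of which 25 met the rescue criteria in the DEX libraries, among them *aldoaa*, *tpi1b*, *pfkmb*, *ldha*, *idh3g*, *suclg1* and *sdhc* in model D. In the TCA cycle, 15 of the 34 genes of the S3 Table were affected. In glycolysis and gluconeogenesis, 29 of 76 were affected. Levels and rhythm differences were counted in these 41 affected genes only. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of the 41 had a lower level in *rx3 strong* mutants and 1 had a higher level with an adjusted p under 0.05. The log2 fold change of *pgam2* was -0.66 (standard error 0.08, adjusted p = 3.28e-06, same test) and that of *ldhbb* was -1.28 (standard error 0.1, adjusted p = 6.15e-09, same test). Under DEX *ldhbb* was higher in the mutants by 0.67 (standard error 0.14, adjusted p = 0.0161, same test), and the interaction had an adjusted p of 0.000199. The call of *ldhbb* under DEX was lost in 3 of 8 alternatives. A rhythm difference between the genotypes had an adjusted p under 0.05 in none of the 41 genes (0 genes, smallest adjusted p = 0.493 for *gck*, same test), and 5 had an unadjusted p under 0.05. When the adjustment was made over the 623 metabolic genes tested alone, 1 of these had an adjusted p under 0.05 (0.0191, same test).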

The TCA cycle connects glutaminolysis, glycolysis and gluconeogenesis, and indeed, many TCA cycle and glycolysis enzymes as well as key enzymes of gluconeogenesis show dysregulated expression rescued by DEX treatment (Fig 4A, 4C and 4D). 

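The gene *pck1* (ENSDARG00000013522) was assigned to model 5 with a BIC weight of 0.585. Its amplitude on the VST scale was 1.292 in wild-type siblings and 0.504 in *rx3 strong* mutants. The normalized counts ranged from 2126 at ZT15 to 5120 at ZT3 in wild-type siblings and from 2116 at ZT9 to 2989 at ZT21 in *rx3 strong* mutants. The log2 fold change of the level was -0.6 (standard error 0.32, adjusted p = 0.274, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under DEX the gene was in model E with a BIC weight of 0.712, and both genotypes were highest at ZT3, with 21010 normalized counts in wild-type siblings and 14780 in *rx3 strong* mutants. The adjusted p of a rhythm difference in the untreated libraries was 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of the 4 time points were lower in the mutants.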

Among them, *phosphoenolpyruvate carboxykinase 1* (*soluble*, *pck1*) removes OAA from the TCA cycle (cataplerosis) and channels it into gluconeogenesis. It has been suggested that this cataplerotic PCK1 function balances anaplerotic refilling of the TCA cycle by glutamine metabolism [19]. 

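The gene *gls2* (ENSDARG00000069095) was assigned to model 14 with a BIC weight of 0.463, and its amplitude on the VST scale was 2.066 in wild-type siblings and 1.147 in *rx3 strong* mutants. The normalized counts ranged from 96 at ZT15 to 557 at ZT3 in wild-type siblings and from 40.9 to 143.2 at the same time points in *rx3 strong* mutants. The log2 fold change of the level was -1.9 (standard error 0.14, adjusted p = 1.61e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in the mutants at all 4 time points. Over the 9 alternatives the adjusted p lay between 5.26e-30 and 0.0999, and the call was lost in 1 of them, the fit without the time point factor. In *rx3 weak* mutants the log2 fold change was 0.37 (standard error 0.12, adjusted p = 0.0513, same test), and 4 of 9 alternatives called it. Under DEX, *gls2* was in model D, with a log2 fold change of 0.15 (standard error 0.13, adjusted p = 0.604, same test). The interaction of genotype and treatment was 2.01 (standard error 0.2, adjusted p = 0.000303, same test), and it lost its call in 1 of 8 alternatives. The paralog *glsb* was in model 6 and, under DEX, in model E.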

Expression of dysregulated genes in this anaplerotic pathway, such as *glutaminase 2 (gls2)*, is also restored by chronic DEX treatment (Fig 4A, 4C and 4E). Therefore, DEX treatment likely restores the cataplerosis/anaplerosis balance of the TCA cycle, thereby normalizing TCA compound and glutamine levels.

**Fig 4:**
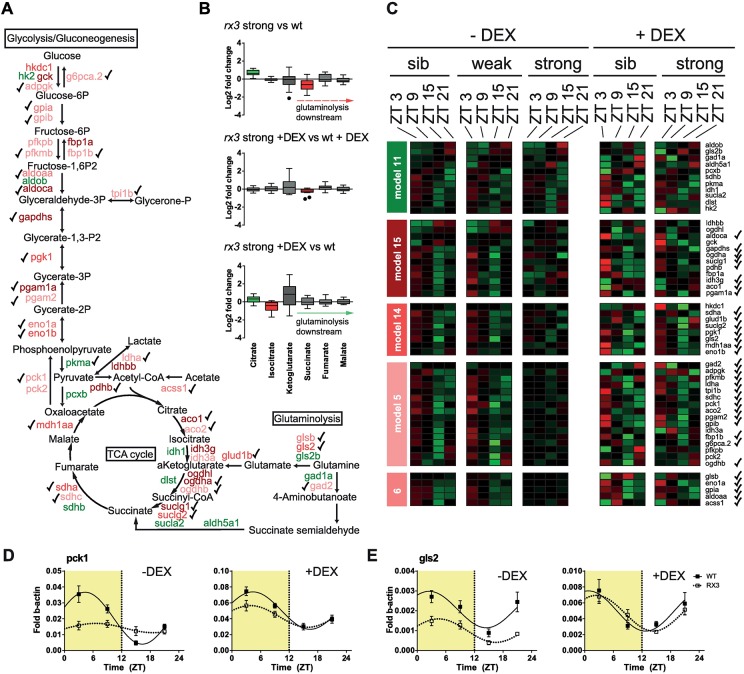
Glucocorticoid dependent alterations of diurnal TCA cycle function. (A) Schematic depicting glycolysis, gluconeogenesis, the TCA cycle, and glutaminolysis, indicating the steps where genes with dysregulated temporal mRNA expression in *rx3 strong* mutants are involved. Gene names are color-coded according to the models in C. Check marks in (A) and (C) indicate rescue of dysregulated expression in *rx3 strong* by DEX treatment. (B) Tukey boxplots showing fold changes of TCA cycle metabolites when comparing the indicated conditions. Statistically significant changes are shown in green for up-regulation and in red for down-regulation. (C) Heatmap of normalized mRNA expression levels of the genes shown in (A), classified according to their expression models. Red, high expression. Green, low expression. (D, E) Gene expression levels of *pck1* (D) and *gls2* (E) mRNA levels in 5 dpf larvae in the indicated conditions. Lines fitted by linear regression if statistical models indicate rhythmicity for wild-type (continuous) and *rx3 strong* mutant samples (broken).

### A common feature characterizes regulatory regions of GC-dependent circadian genes

PCK1 has long been described as a GC target gene and was reported to show circadian expression in mammals [5]. Interestingly, there are two Glucocorticoid Response Elements (GREs) and an E-box in the zebrafish *pck1* promoter region, which are conserved across evolution (Fig 5A). Our RNA-seq study identified *gls2* as another GC inducible circadian gene, and it equally contains both GREs and E-boxes. To test whether this is a typical feature of GC regulated circadian genes, the putative promoter sequences (-1000 +500bp) of the model 5-6-14-15 genes were examined for concomitant presence of both E-box and GRE elements. We observed an enriched co-occurrence of E-boxes and GREs in the rescued genes (hypergeometric test, *p* = 0.04), while no significant enrichment was seen in the non-rescued ones (*p* = 0.97; Fig 5B). Importantly, this enrichment is also observed in the mouse orthologues of the zebrafish genes, indicating evolutionary conservation of this regulatory module. These findings indicate that E-box/GRE modules, which allow for direct transcriptional regulation by both the circadian clock and GCs, are a characteristic feature of GC-dependent diurnal genes.

**Fig 5:**
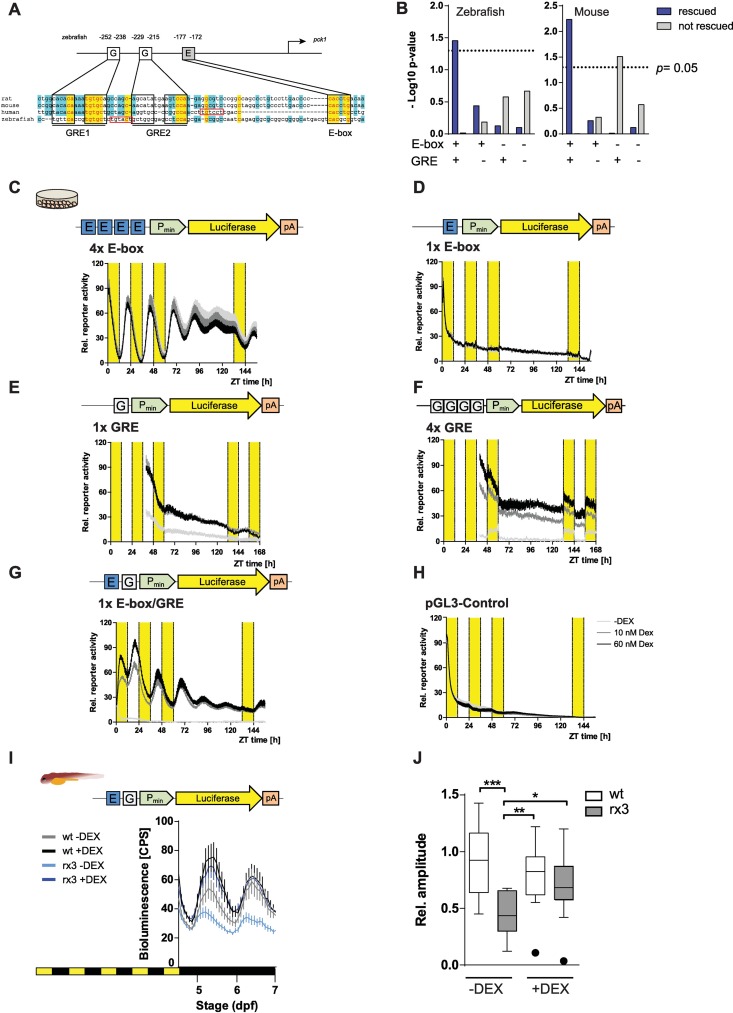
A module of E-box and GRE elements drives circadian expression under constant DEX treatment in *vitro* and *in vivo*. (A) Multiple alignment of the *pck1* promoters of the indicated species. Red boxes indicate GRE half sites. (B) Graph depicting p values for observed vs. random occurrence of E-boxes and GREs in the promoter regions of model 5-6-14-15 genes rescued (green) or not rescued (red) by DEX treatment. (C-H) Bioluminescence traces recorded from zebrafish cells expressing the indicated reporter constructs under different doses of DEX. G, GRE. E, E-box. P_min_,TATA box. pA, polyadenylation site. (I) *In vivo* bioluminescence traces recorded from transgenic zebrafish larvae carrying the 1xE-box/GRE reporter in the indicated phenotype/treatment combinations. (J) Boxplots depicting amplitudes of the bioluminescence oscillations shown in D. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001.

### A simple E-box and GRE module mediates GC driven gene expression

Can a simple combination of GREs and E-box enhancer elements drive GC dependent circadian patterns of gene expression? Exploiting the direct light sensitivity of zebrafish cells [20], we transfected cells with luciferase reporter constructs driven by different combinations of E-boxes and GREs and exposed them to light-dark cycles at different concentrations of DEX in otherwise GC-depleted culture medium (Fig 5C–5H). Of all combinations, only the E-box/GRE combination (Fig 5G) drove GC dependent circadian transcription, while the other constructs were not sensitive to DEX (1x E-box, 4x E-box) or did not show rhythmic expression (1x E-box, 1x GRE, 4x GRE). Thus, a synergistic interaction between a single E-box and a GRE is sufficient to drive GC-dependent circadian gene expression.

To begin to explore mechanistic aspects of this interaction between E-Boxes and GREs, we examined the bioluminescence patterns driven by the combined E-box/GRE element upon entrainment by different light intensities of the light part of the LD cycle and upon changing distances between the two elements. Interestingly, at the highest light intensity examined, oscillation behaviour was less pronounced (S7A and S7B Fig). Two-way ANOVA analysis indicated that there was no interaction between GC dose (10–60 nM) and light intensity effects (150–1500 lux, S7B Fig). Examination of constructs with different E-box/GRE spacings revealed a slightly less robust oscillation behaviour when the two elements were separated by 10 bps, as in the original construct, than at the other distances (5, 15 and 20 bp; S7C and S7D Fig). These results indicate that the E-box/GRE module is sensitive to light conditions and that interaction between the two elements might be hampered when they are placed relatively nearby on the same side of the DNA helix.

To examine whether the interaction between E-boxes and GREs also occurs *in vivo*, we generated larvae carrying stable genomic insertions of the 1xE-box/GRE reporter. Both in wild-type siblings and in *rx3 strong* mutants, the construct drove rhythmic expression (Fig 5I), indicating that the low levels of cortisol present in the mutants [15] are still sufficient for activation of the construct. Importantly however, the amplitude of expression was clearly reduced in the mutants (Fig 5J). Strikingly, the amplitude difference between mutants and wild-type siblings disappeared when the larvae were treated with DEX during the experiment (Fig 5I and 5J). Thus, E-box/GRE driven bioluminescence rhythms mimic the rhythmicity behavior of many metabolic genes from the RNA-Seq analysis (Fig 1F), suggesting that the E-box-GRE combinations enriched in the GC-dependent diurnal gene set mediate highly efficient regulatory inputs for this expression pattern.

## Discussion

Our data reveal a strong impact of GCs on diurnal gene transcription and key metabolite levels. About 44% of all genes with diurnal expression patterns are dysregulated in GC deficient larvae, and almost half of these can be rescued by constant chronic DEX treatment. This result shows that a surprisingly large part of the GC-dependent diurnal transcriptome does not depend on the diurnal pattern of GC levels themselves. Thus, GCs may have a permissive rather than instructive role in the diurnal expression of these genes. This mechanism of regulation may prevent these genes from being inappropriately regulated by irregular GC rises, such as those during acute stress responses. Recent studies have described direct interactions of circadian clock factors with GRs, leading to circadian modulation of GC signaling [21,22,23]. For example, circadian *Pck1* expression was attributed to direct inhibitory regulation of the GR by CRY binding [22]. Interestingly, the *Pck1* promoter also contains an E-box element which is conserved between fish and mammals. Our *in vivo* reporter gene analysis shows that a simple E-box-GRE combination is sufficient to mediate GC dependent circadian luciferase expression. However, we did not observe circadian regulation of reporter expression driven by four concatemerized GREs. Endogenous Cry levels in zebrafish fibroblasts may not be high enough to mediate transcriptional repression of the 4xGRE reporter *in vivo*, in contrast to the elevated CRY levels upon overexpression used in mouse fibroblasts studies reported previously [22]. Remarkably, GR binding to the GRE in the mouse *Pck1* gene is highest at the time when CRYs reach peak levels and reduced in CRY double knock-out mice [22]. Stable CRY-GR interactions may occur at the promoter itself, where the Clock-Bmal1 bound to the E-box may increase the local concentration of CRY proteins and thereby facilitate their interactions with GRs binding a neighbouring GRE. The increased co-occurrence of E-boxes and GREs in the genes rescued by constant DEX treatment argues in favor of such a mechanism. Of note, zebrafish Cry1a has been implicated in mediating a negative regulatory influence of light on the circadian clock by its interaction with the Clock-Bmal dimer [24], a function that may underlie our observation of reduced oscillations upon exposure to light-dark cycles with higher light intensity. Furthermore, our data indicate that interactions between the GR and the clock machinery may be hampered when the two elements are located nearby on the same side of the DNA helix, as elements separated by 10 bp show slightly less robust oscillations than those separated by 5 bp or 15 bp. Further studies targeted at identifying the full set of factors involved in regulation of transcription by the variants of the element will likely reveal more mechanistic details of the interactions between GCs and the clock in transcriptional regulation.

While the constant DEX treatment clearly influenced gene expression and metabolite patterns, it did not lead to any visible perturbation of the larval phenotype, nor did it affect circadian rhythms of S-phase in the wild-type [15]. Effects of prolonged DEX treatment may appear only at later developmental stages or in adulthood, and only be noticeable upon challenges to the organism. This is seen in humans or other mammals exposed to high DEX levels during development, which later in life show increased disease susceptibility and altered responses to stress [25,26]. The DEX-treatment related changes to metabolites or gene expression patterns revealed within our data set may provide interesting starting points for understanding the mechanistic principles of such long-term effects.

Constant DEX treatment rescues circadian rhythms of S-phase in *rx3 strong* mutants [15]. Our transcriptome analysis reveals that a number of cell cycle genes, related to all phases of the cell cycle, show a similar pattern, as do numerous genes acting in metabolic pathways implicated in the regulation of cell proliferation. Surprisingly, fewer cell cycle genes than metabolic genes were affected by the loss of GCs. Also, more of the affected metabolic genes were rescued by constant DEX treatment. This indicates that GC dependent metabolic control may play a more important role in circadian cell cycle rhythms than GC regulation of cell cycle genes. Strikingly, of the metabolites examined, only glutamine showed a restoration of both overall levels and rhythmicity by constant DEX treatment. Glutamine plays a major role in cell proliferation related pathways such as purine synthesis or anaplerosis of the TCA cycle. Thus, it emerges as a potential key metabolite in the circadian orchestration of cell proliferation. The presence of a circadian rhythm of glutamine levels in human blood [27] and in rat liver [28] suggests that such functions are conserved across evolution.

Intriguingly, we observed a strong accumulation of glyoxylate in *rx3 strong* mutants, which was prevented by DEX treatment. This glyoxylate accumulation may reflect the bypassing of part of the disturbed TCA cycle by the so-called glyoxylate cycle. However, apart from *C*. *elegans*, the presence of this cycle in metazoans is controversial, and orthologues of the glyoxylate cycle enzymes *isocitrate dehydrogenase* and *malate synthase* are reported to be absent or pseudogenes in vertebrates [29]. Interestingly, the zebrafish genome contains a potentially functional *malate synthase*-like sequence (*ENSDARG00000074684*), which showed DEX rescue of a dysregulated expression pattern in *rx3 strong* mutants (S1 Table). 

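The sequence ENSDARG00000074684 was assigned to model 15 with a BIC weight of 1 and under DEX to model D with a weight of 0.637. Its amplitude on the VST scale was 0.367 in wild-type siblings, with a peak at 0.2 h after lights on, and 0.132 in *rx3 strong* mutants, with a peak at 7.5 h. The level was 257.8 ± 31.3 normalized counts in wild-type siblings and 312.6 ± 13.2 in *rx3 strong* mutants (SD, n = 4 time points), a log2 fold change of 0.28 (standard error 0.11, adjusted p = 0.0845, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *rx3 weak* mutants the log2 fold change was 0.48 (adjusted p = 0.00398, same test).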

Also peroxisomal and mitochondrial glyoxylate detoxification is dysregulated in the mutants, involving decreases in expression of glyoxylate metabolizing enzymes and increases in glyoxylate producing enzymes. 

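In the model selection, *agxtb* (ENSDARG00000018478) was in model 15 with a BIC weight of 0.759, *grhprb* (ENSDARG00000019986) in model 5 with 0.631 and *hoga1* (ENSDARG00000018944) in model 15 with 0.956. On the VST scale, the amplitude of *agxtb* was 0.957 in wild-type siblings and 0.757 in *rx3 strong* mutants. For *grhprb* it was 0.284 and 0.095, and for *hoga1* 0.46 and 0.228.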

Importantly, three of the dysregulated genes encode enzymes linked with human genetic disorders of glyoxylate detoxification (*alanin-glyoxylate amino transferase* [*agxtb*], *glyoxylate reductase/hydroxypyruvate reductase* [*grhprb*] and *4-hydroxy-2-oxoglutarate aldolase 1* [*hoga1*], which are involved in human primary hyperoxalurias type I-III, respectively [17]). With one exception (*grhprb*), constant DEX rescues expression patterns of all these genes. Thus, GCs may be a promising candidate for treatment of patients in which insufficient amounts of functional protein are produced [17,30].

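Under DEX, *hoga1* was in model E with a BIC weight of 0.611 and met the rescue criteria. For *agxtb* model E had a weight of 0.828. Its phase difference between the genotypes was 1.41 h in the untreated libraries and 4.32 h under DEX, and its difference in relative amplitude was 0.058 and 0.421, which placed it in model E*. The model of *grhprb* under DEX was ambiguous, with a highest BIC weight of 0.477. Its log2 fold change between the genotypes was 0.23 under DEX (standard error 0.14, adjusted p = 0.44, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the interaction of genotype and treatment had an adjusted p of 0.0639 and was called in 2 of 8 alternatives.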

Another intriguing finding is our observation that the aberrant accumulation of both BCAA and aromatic AA levels in the mutants could not be restored by DEX treatment. Dysregulation of these metabolites may reflect a perturbation of other regulatory inputs in addition to GCs in the secondary AI model. Alternatively, our temporally constant GC replacement by DEX may not be sufficient for proper functional restoration of all pathways influencing BCAA and AAA levels. It will be interesting to explore if other treatment schemes are more efficient in restoring BCAA and AAA levels, and whether these amino acids also show disturbed regulation in human patients.

In summary, our study establishes zebrafish larvae as an easily accessible model for studies targeting metabolic aspects of GC related disease and GC therapy. In addition, our work reveals a massive impact of GCs on the diurnal patterns of gene transcription. Surprisingly, a large part of this diurnal regulation does not require changing levels of GCs themselves, and we provide a model based on simple enhancer element interactions that can explain this behavior.

## Materials and Methods

### Ethics statement

Animal experiments were conducted in accordance with German animal protection regulations and approved by local regulatory authorities (Regierungspräsidium Karlsruhe, approval number Aktenzeichen 35–9185.81/G-83/14 and 35–9185.81/G-242/15).

### Zebrafish husbandry

Fish (AB wild-type and the mutant lines *rx3*^*t25327/t25327*^ [*rx3 strong*] and *rx3*^*t25181/t25181*^ [*rx3 weak*] [14]) were raised and bred as described [31].

### Total RNA extraction, cDNA synthesis and quantitative real-time PCR

Total RNA extraction, cDNA synthesis and qPCR were carried out as described [32]. Primer sequences used were: β-actin: fw: 5’-gcctgacggacaggtcat-3, rv:’ 5’-accgcaagattccataccc-3’; apoa1: fw: 5’-cttgacaacctggacggaac-3, rv: 5’-gcatattcctggagcttggt-3; arntl1a: fw: 5’-tagagcgctgtttgctgatg-3’, rv:5’-gacccgtggacttcagtgac-3; cyp3a: fw: 5’-ccaaagacaacacgaagcag-3’, rv: 5’-acaagatctcgtggtcactcag-3’; rbp4: fw: 5’-ccgaagatccagctaagttca-3, rv:’ 5’-caatgatccagtggtcgtca-3’; si:dkey-18a10.3: fw: 5’-ctttgtgcgccaactcaac-3’, rv: 5’-tttaggcaagccggagtcta-3’; pck1: fw: 5’-tgacgtcctggaagaacca-3’, rv: 5’-gcgtacagaagcgggagtt-3’; gls2a: fw:5’-gacatgacagcagctcttgact-3’, rv: 5’-tgcctgactcacatgtcacc-3’.

### Whole mount in situ hybridization (WISH)

Synthesis of probes against *lhx4*, *apoa1*, and *zgc*:*158293* and whole-mount in situ hybridization was carried out following Armant et al. [33].

### Treatment and sampling

1 dpf *rx3* mutant and wildtype sibling embryos from pooled clutches were separated and transferred into cell culture flasks containing E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, 0.1% methylene blue). For GC treatment, the medium was supplemented with either 25 μM Dexamethasone (DEX) solved in 0.1% DMSO or 0.1% DMSO alone as a control. Embryos/larvae were kept at 28°C in an incubator under a 12 h light:12 h dark (LD) exposure. Larvae were sampled in liquid nitrogen at the indicated *Zeitgeber* times (ZT, ZT3 = 3 hours after lights on) starting at 5 dpf and stored at -80°C until further processing.

### ^1^H-NMR spectroscopy

To ensure efficient and reproducible sample preparation for NMR metabolomics of zebrafish larvae, we have established an extraction protocol that generates highly reproducible data. 50 larvae per sample were collected in homogenization tubes (PeqLab, #91-PCS-CK14), snap-frozen in liquid nitrogen and lyophilized overnight to avoid recovery of enzymatic activity. Lyophilized samples were stored at -80°C for a maximum of 2 days. For extraction, 1 ml of acetonitrile/water (1:1) and ceramic beads (#91-PCS-CK14, PeqLab) were added to the larvae and extracted with a liquid nitrogen cooled cell shaker (Precellys 24, PeqLab) according to the manufacturer’s instructions, with the following settings: 6,000 rpm, 4x20 s, 120 s. Homogenates were vortexed for 1 min and incubated on ice for 10 min. Next, the samples were transferred into fresh vials, and were briefly centrifuged at 4°C to remove debris. 750 μl of supernatant were transferred into fresh vials, and 620 μl of ultrapure water (HPLC grade) were added. Samples were vortexed before lyophilization overnight. For measurements, 650 μL of D_2_O/buffer (1.5 M KH_2_PO_4_, 2 mM NaN_3_, 0.1% (v/v) TSP (= 3,3-(trimethylsilyl)-2,2',3,3'-tetradeuteropropionic acid) in D_2_O) (9:1) were added to the extracts, and 600 μl of this mixture were transferred into a 5 mm standard NMR tube. Spectra were recorded on a Bruker Avance III 600 spectrometer equipped with a ^1^H,^13^C,^15^N-TCI triple resonance cryoprobe. 1D spectra were recorded with 64k data points, 90.5 receiver gain and 32 scans for comparing the phenotypes and 64 scans for comparing the DEX treatment at 300 K using a 1D NOESY experiment with presaturation for water suppression. A mixing time of 10 ms and a prescan delay of 10 s were used. Pulse length was determined automatically by the Bruker AU program pulsecal and presaturation was set corresponding to a 25 Hz pulse. Irradiation frequency for water suppression was optimized prior to acquisition. Spectra were processed identically with an exponential apodization function with line broadening of 0.3 Hz. Automatic phasing, baseline correction and referencing were done by the Bruker AU program apk0.noe. Additionally, J-resolved spectra were recorded with identical pulse lengths, presaturation, irradiation frequency and receiver gain as the corresponding 1D NOESY. Spectra were recorded with 8192 data points in the direct dimension and 40 increments in the indirect dimension. One scan was acquired per increment. Spectra were processed with 16k × 256 data points and a sine window function in both dimensions.

### Determination of metabolite levels via UPLC-FCS and IC-CD

We employed ultra-performance liquid chromatography with fluorescence detection (UPLC-FLR) for targeted quantification of amino acids and ketoacids (S8 Fig) and ion chromatography with conductivity detection (IC-CD) for quantification of other organic acids. 30 larvae per sample (in triplicates) were collected for absolute quantification of amino acids and α-ketoacids (glyoxylate) and for organic acid content each. For extraction of free amino acids and α-ketoacids 300μl 0.1M HCl was used. Derivatization and separation of amino acids was performed as described by Yang et al. [34]. For derivatization of α-ketoacids 150 μl of the acidic extract was mixed with an equal volume of 25 mM OPD (o-phenylendiamine) solution and incubated at 50°C for 30 min. The derivatized α-ketoacids were separated using an Acquity HSS T3 column (100 mm x 2.1 mm, 1.7 μm, Waters) connected to an Acquity H-class UPLC system. Prior separation, the column was heated to 40°C and equilibrated with solvent A (0.1% formic acid in 10% acetonitrile) at a flow rate of 0.55 ml/min. Separation of α-ketoacid derivates was achieved by increasing the concentration of solvent B (acetonitrile) in solvent A as follows: 2 min 2% B, 5 min 18% B, 5.2 min 22% B, 9 min 40% B, 9.1min 80% B and hold for 2min, and return to 2% B in 2 min. The separated derivates were detected by fluorescence (Acquity FLR detector, Waters, excitation: 350 nm, emission: 410 nm) and quantified using ultrapure standards (Sigma). For quantification, a linear seven-point calibration curve ranging from 0.3–15 pmol on column was used (R^2^ > 0.99). Data acquisition and processing was performed with the Empower3 software suite (Waters). Organic acids were extracted with 700 μl ultra-pure water for 20 min at 95°C. These compounds were separated using an IonPac AS11-HC (2mm, ThermoScientific) column connected to an ICS-3000 system (Dionex) and quantified by conductivity detection after cation suppression (ASRS-300 2mm, suppressor current 95–120 mA). Prior separation, the column was heated to 30°C and equilibrated with 5 column volumes of solvent A (ultra-pure water) at a flow rate of 0.38 ml/min. Separation of anions and organic acids was achieved by increasing the concentration of solvent B (methanol) and solvent C (100mM NaOH) in buffer A as follows: 8 min 4% C, 11 min 10% C, 18.2 min 20% B / 18.1% C, 27.5 min 20% B / 21% C, 32 min 24% C, 43 min 30% C, 47 min 40% C, 48 min 90% C for 8 min, and return to 4% C in 9 min. A linear three-point calibration curve was used for quantification of organic acids (0.5–5nmol on column; R^2^ > 0.99) Data acquisition and processing was performed with the Chromeleon 6.7 software (Dionex). Rhythmic properties of metabolite levels were assessed with the model selection based method described in Atger et al. [16] (see also below, **Rhythmicity assessment in different genotypic backgrounds**).

### Transcriptomic studies

Library preparation and sequencing were performed by the IGBMC Microarray and Sequencing Platform and by the Next Generation Sequencing and Genomics facility of the BioInterfaces research programme at KIT. RNA integrity numbers measured with a 2100 Bioanalyzer (Agilent) were 10 for all samples. cDNA libraries were generated using the directional mRNA-seq sample preparation kit (#15018460, Rev.A, October 2010, Illumina). Single-end 54 nt reads were obtained with a Genome Analyzer IIx.

### Data analysis

#### Identification and quantification of compounds by NMR spectroscopy

Individual compounds from zebrafish extracts were identified using both NMR chemical shift databases and spiking of samples. All compounds mentioned in the article were identified using the BBIOREFCODE databank from Bruker (Bruker BioSpin AG, Rheinstetten, Germany) or the program CHENOMX with inherent database (Chenomx Inc., Edmonton, Canada). For every compound reported we additionally added small amounts of pure substances to the zebrafish extracts and re-recorded 1D ^1^H-NMR spectra. In S9 Fig, corresponding spectra for zebrafish extracts with and without addition of glutamine (A, turquoise), creatine (B, orange), arginine (C, purple), glutamate (C, green), carnitine (D, blue), lactate (D, light green) and alanine (D, red) are shown overlaid.

NMR spectra were displayed and analysed by principal component analysis (PCA) using AMIX 3.9.11. Spectra were manually divided into buckets. Bucket intensities were divided by bucket width, normalized to total intensity and not scaled. Quantification of buckets was achieved by summation of intensities within buckets. For the PCA analysing the untreated phenotypes (Fig 1C, S1A Fig), 46 spectra were divided into 116 buckets. For the PCA analysing the DEX treatment (Fig 1D, S1B Fig), 60 spectra were divided into 145 buckets. Corresponding bucket tables are given in the supplementary information (S4 Table).

#### RNA-Seq data processing and analysis

Image analysis and base calling were performed using the Illumina pipeline (Real Time Analysis and Offline Base Caller 1.8). All raw sequence data are available from the GEO database (accession number GSE76073, http://www.ncbi.nlm.nih.gov/geo/). Reads were mapped onto the Zv9 assembly of the zebrafish genome using STAR 2.3.8 [35]. Uniquely mapped reads were counted for each gene locus as annotated in Ensembl v75 using the Python Package HTseq v0.5.3p1. Read counts were normalized using DESeq2 [36]. For downstream analysis a variance stabilizing transformation was applied to the normalized data [37].

#### Rhythmicity assessment in different genotypic backgrounds

The rhythmicity in different conditions of gene expression was assessed as described in Atger et al. [16]. Briefly, this method is based on multiple linear regression and a subsequent model selection using the Bayesian information criterion (BIC). To this end, we first defined the relation y(t) = μ + αcos((2π/24 h)t) + βsin((2π/24 h)t) + noise (y is the log2 transformed signal, μ is mean, t is *Zeitgeber* time, α and β are the coefficients of the cosine and sine functions, respectively). In order to compare rhythmicity across the different conditions (e.g. phenotype and treatment), we generated different models. For two (WT+DEX and strong+DEX) or three conditions (WT, weak, strong), we defined models with α and β to be either zero (non-rhythmic pattern) or non-zero (rhythmic pattern) within the different conditions. In addition, α and β can be shared within any combination of the two or three conditions. These coefficients determine the peak-trough amplitude ($2\sqrt{\alpha^{2}+\beta^{2}}$) and the phase [Arctan ($\frac{\beta }{\alpha }$)]. For example, a gene could be non-rhythmic or rhythmic in a certain condition. Rhythmic conditions may share the phase and amplitude with any other condition. For example, there are 5 and 15 resulting models for two and three conditions, respectively. We use linear regression to solve each model and model complexity is then controlled by applying a BIC based model selection [38], with $BIC=nln\left(\frac{RSS}{n}\right)+kln(n)$ (RSS is the residual sum of squares of the linear regression, n is the number of time points, and k is the number of parameters). Schwarz weight (w_j_) is used to assess the confidence of a model: $w_{j}=\frac{e^{\frac{1}{2}\Delta {BIC}_{j}}}{\sum_{M}e^{\frac{1}{2}\Delta {BIC}_{m}}}$, with Δ*BIC*_*j*_ = *BIC*_*j*_ − *BIC*_m*_ (m*is the minimum BIC value in the set of models). We interpreted w_j_ as the confidence for model j being the optimal model as defined by the BIC framework within the set of defined models. Genes were categorized as “ambiguous” if the BIC weight (BICW) did not reach a threshold chosen according to the number of conditions examined (0.3–0.5). Relative amplitude of gene expression was approximated as the difference of maximum and minimum expression levels normalized by the mean expression at all time points.

Rhythmicity of metabolite data was assessed by the same approach with some modifications. We added a non-periodic time-dependent coefficient to the harmonic regression in order to match the overall decline observed in some metabolites. For the four conditions (WT -DEX, *rx3* strong–DEX, WT + DEX, and *rx3* strong + DEX) we identified 9 models (I-IX) that gave the best match to the data (described in S2 Table).

#### Gene ontology (GO) and metabolic term enrichment

Enrichment analyses were performed using the Bioconductor package TopGO [39]. Biological Processes (BP_all) and the KEGG pathway annotation were included in the analysis. In addition, a manually curated set of zebrafish genes linked with important metabolic pathways assembled from KEGG and Ensembl annotations (S3 Table) complemented the approach. Statistically significant overrepresentations were determined by a hypergeometric test. Multiple testing was corrected by FDR correction [40]. Only categories with a p-value smaller than 0.05 were considered as significantly enriched.

#### Transcription factor binding site analysis

To identify enriched E-box and GRE transcription factor binding sites (TFBS) in the putative promoter sequences of the indicated gene sets, the region 1500 bp upstream and 500 bp downstream of the transcription start site was retrieved with a custom R script. The TFBS motifs were localized in these regions using FIMO [41], employing positional weight matrices (PWMs) as previously defined (E-box: [42]; GRE: [43]). Hits with a *p*-value lower than 2 x 10^−4^ were retained. Statistical significance of GRE and E-box overrepresentation was determined by hypergeometric testing. The putative *pck1* promoters of different species were manually aligned.

### Cell culture maintenance and bioluminescence reporter assays

Zebrafish cells were maintained as described [44] in Leibowitz’s (L-15) medium (Life Technologies, #11415–049) supplemented with antibiotics and 15% (PAC2 cells) or 17% (AB.9 GRE:Luc cells) Fetal bovine serum (%[v/v], FBS, Biochrom AG, #S0115). Bioluminescence studies for cells and larvae were carried out as reported previously [32,44,45].

#### Bioluminescence studies in cell culture

All transfected plasmids were derivatives of the pT2Luci:MCS plasmids [44]. *cis*-regulatory elements were inserted into this plasmid using 5’ phosphate modified oligonucleotides (Life Technologies). Oligonucleotides (1 nmol each) were assembled in a 6 mM Tris-HCl buffer (pH 7.5) supplemented with 6 mM MgCl_2_, 10 mM NaCl_2_, and 1 mM DDT in a total volume of 100 μl. The mix was heated up to 95°C for 5 min and then gradually cooled down to room temperature over a period of 3 h to allow proper oligonucleotide annealing. Oligonucleotides sequences were: 1x E-box: fw: 5’-agctgcacgtgtactcggaagc-3’, rv: 5’-gatcgcttccgagtacacgtgc-3’; 1x GRE: fw: 5’-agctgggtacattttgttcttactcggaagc-3’, rv: 5’-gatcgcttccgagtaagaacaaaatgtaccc-3’; 1x E-box/GRE (= 1x E-box/GRE (10)): fw: 5’-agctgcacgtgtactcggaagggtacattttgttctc-3’, rv: 5’-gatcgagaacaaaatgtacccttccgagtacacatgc-3’; 4x GRE: fw: 5’-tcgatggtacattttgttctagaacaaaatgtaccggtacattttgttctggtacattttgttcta-3’, rv: 5’-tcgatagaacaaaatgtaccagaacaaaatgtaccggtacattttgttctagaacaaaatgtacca-3’. 1xE-Box/GRE (5): fw: 5’- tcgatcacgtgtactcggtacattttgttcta-3’, rv: 5’-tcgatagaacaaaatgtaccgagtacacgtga-3’; 1xE-Box/GRE (15): fw: 5’- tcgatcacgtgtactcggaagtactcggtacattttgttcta-3’, rv: 5’- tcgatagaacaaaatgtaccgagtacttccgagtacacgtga-3’; 1xE-Box/GRE (20): fw: 5’- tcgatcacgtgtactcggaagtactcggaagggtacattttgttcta-3’, rv: 5’- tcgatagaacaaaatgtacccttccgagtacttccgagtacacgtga-3’. The generation of the 4x E-box construct has been reported previously [32].

The cell culture bioluminescence studies were carried out with stably transfected 4x GRE cell lines [44] or with cells transiently transfected with the indicated constructs. Transfection of PAC2 cells was performed in 6-well plates using FuGENE HD (Promega) following the instructions of the manufacturer. 900 ng pT2Luci:MCS derivatives were transfected together with 100 ng pCS-TP [46] for tol2 transposase facilitated integration into the genome. The constitutively active pGL3-Control vector (Promega) was used as a control. 35,000 cells were seeded into white 96-well plates (PerkinElmer, #6005299) and then kept overnight at 28°C. The next day, maintenance medium was replaced by L-15 medium without phenol red containing 0.5 mM luciferin (Promega, #E1603) and 15% or 17% (v/v) charcoal treated FCS (Biochrome) for PAC2 and AB.9 cells, respectively. Cells were treated with different concentrations of DEX (10 nM, 60 nM) or DMSO as a control before reporter activity was determined for several days at 28°C under the indicated lighting conditions with an EnvisionXCite Plate Reader (PerkinElmer). For light intensity experiments, cells were treated with DEX (10 nM, 60 nM) or DMSO and subsequently entrained under the indicated light intensities and light dark periods before bioluminescence was measured in constant darkness.

#### *In vivo* bioluminescence measurements in zebrafish larvae

To obtain a stable E-GRE::Luc transgenic zebrafish line in the *rx3 strong* mutant background, embryos from an incross of *rx3 strong* heterozygous carriers were injected with the pT2Luci: 1x E-box/GRE plasmid and Tol2 transposase mRNA. Embryos/larvae were exposed to LD for 5 days, then screened for rhythmic luciferase activity recorded from single larvae in constant darkness (DD) as described [32]. Positive larvae were raised and outcrossed with *rx3 strong* heterozygous carriers in order to identify founders and obtain the combined mutant and transgenic F1 generation. DEX (10 μM) and DMSO treatment of the larvae was carried out as described [44].

### Statistical analysis

In case of multiple comparisons, *p*-values were adjusted using the Benjamini-Hochberg method [40].

## Supporting Information

S1 Fig Quality assessment, validation and analysis of RNA-Seq data. (A) Bar diagram illustrating the mapping statistics of the indicated samples. “Multiple loci” indicates reads that map to up to 10 loci, “too many loci” refers to reads that map to more than 10 loci. (B) Quantitative measurements of mRNA expression for *cypa3*, *rbp4*, *si*:*dkey-18a10*.*3*, *apoa1*, and *arntl1a* (*bmal1a*) by RT-qPCR (x-axis) highly correlate with the corresponding RNA-Seq data (y-axis). The Spearman’s correlation coefficient for the values determined by the two techniques is 0.8697 (*p*-value <0.0001). (C) The mutant specific alterations in gene expression as determined by the RNA-Seq study for *zgc*:*158291*, *lhx4*, and *apoa1* are detectable in 24 hpf embryos using whole-mount *in situ* hybridization. *zgc*:*158291* is expressed in cranial ganglia (anterodorsal lateral line ganglia (gAD) and statoacoustic ganglion(gVIII)) across all phenotypes (siblings, *rx3 weak*, and *rx3 strong*). The expression domain in the optic fissure (of) is lacking in both blind mutants. *lhx4* is highly expressed in wild-type siblings in the pineal (p), the trigeminal ganglion (gV) and the adenohypophyseal placode (ap). The expression of *lhx4* is affected in a gradual manner: *rx3 weak* mutants still exhibit a weak expression in the presumptive adenohypophysis. *rx3 strong* mutants lack the expression domain completely. *apoa1* expression in the subpallial telencephalon (sp) shows a broad expansion exclusively in *rx3 strong* mutants. (D,E) Biological functions enriched in model 11 genes (D) and model 5-6-14-15 genes (E). (F,G) Metabolic pathways enriched among model 11 genes (F) and model 5-6-14-15 genes (G).
(TIF) Click here for additional data file.

S2 Fig Overview of rhythmic patterns in all models and of phase and amplitude values in “affected” models. **(**A-C) Schematic overview of rhythmic patterns of all models. Black curved line: oscillation with same phase and amplitude as wild-type, black straight line: no oscillation, red or green curved lines: oscillation with a phase or amplitude different from wild-type. The green curved line indicates an oscillation with an amplitude and/or phase that is both different from wild-type (black) and from the other changed oscillation (red). (A) Untreated transcriptome models, (B) DEX treated transcriptome models, (C) metabolite models. (D-E). Violin plots of amplitudes across all genes belonging to model 14 (D), model 15 (E), model 5 (F) and model 6 (G), comparing all phenotypes still showing rhythmicity. (H-K) Phase distribution of wild-type and *rx3 weak* (left) or wild-type and *rx3 strong* (right) for model 14 (H), model 15 (I), model 5 (J) and model 6 (K). “no rhythmicity” = no comparison can be made, as the *rx3 strong* phenotype is arrhythmic.
(TIF) Click here for additional data file.

S3 Fig Expression patterns of circadian clock and cell cycle related genes. Heatmaps depicting mRNA levels of circadian clock genes (A) and cell cycle genes (B) in samples of the indicated conditions and time points. Genes are sorted according to their classifications within models (11, 5, 6, 14, 15). Expression values are colour-coded with green and red for low and high relative expression levels, respectively. Expression levels are normalized by the mean of each gene within each treatment/phenotype combination. Check marks indicate genes whose deregulated expression in *rx3 strong* mutants is rescued by DEX treatment.
(TIF) Click here for additional data file.

S4 Fig Exemplary gene expression profiles illustrating typical expression patterns of rescued genes. Red curves: *rx3 strong*, green curves: *rx3 weak*, black curves wild-type siblings.
(TIF) Click here for additional data file.

S5 Fig Metabolite patterns in *rx3 strong* mutants with and without DEX treatment. (A,B) Principal component analysis (PCA) loading plots of the NMR spectra of untreated (A) and DEX treated (B) samples. Color-coding indicates metabolites which correspond to the spectral peaks contributing the most to the first three principal components (PC1-3, % indicates contribution to total variance): creatine (purple), glutamine (light green), lactate (yellow), betaine (dark green), glycine (blue). (C) Left: Temporal profile of glutamine levels as determined by NMR analysis in wild-type (black) and *rx3 strong* mutants (white) in the absence or presence of dexamethasone (DEX). Error bars indicate SEM. Right: Tukey boxplot depicting glutamine levels at all examined time points in wild-type siblings (WT, white) and *rx3 strong* mutants (RX3, grey) in the absence or presence of DEX. (D-K) Temporal profiles of the indicated branched chain amino acid (BCAA; D and E), aromatic amino acid (AAA; F and G), ornithine-urea cycle (OUC) amino acid (H, I, J) and lysine levels (K) determined by UPLC-FLR and IC-CD analysis in wild-type (black) and *rx3 strong* mutants (white) in the absence or presence of dexamethasone (DEX). Lines fitted by linear regression shown as continuous if statistical models indicate rhythmicity and as broken if the fit was non-rhythmic. When the model assignment was “ambiguous”, no fit is indicated. Error bars indicate SEM. Right: Tukey boxplots depicting metabolite levels at all examined time points in wild-type siblings (WT, black) and *rx3 strong* mutants (RX3, white) in the absence or presence of DEX.
(TIF) Click here for additional data file.

S6 Fig mRNA expression patterns in selected pathways showing metabolite changes in *rx3 strong* mutants. Left panels: Schematics of metabolism pathways indicating steps where genes with deregulated mRNA levels in *rx3 strong* mutants are involved. Right panels: Heatmaps of normalized gene expression levels of deregulated genes arranged according to model classification. Expression values are color-coded with green and red for low and high relative expression levels, respectively. Check marks indicate genes whose deregulated expression in *rx3 strong* mutants is rescued by DEX treatment. (A) Phenylalanine and tyrosine metabolism. (B) Valine, leucine, and isoleucine metabolism. (C) Glyoxylate metabolism. HO-Glu, 4-hydroxy-2-oxoglutarate; H-Glu, 4-hydroxy-glutamate, PyrrOHcarbox, pyrroline-5-carboxylate. Scheme following Salido et al. [17]. (D) Ornithine urea cycle (OUC). (E) Purine metabolism.
(TIF) Click here for additional data file.

S7 Fig Effects of light intensity and spacing between elements on oscillation behaviour of E/GRE module driven reporter gene expression. (A,B) Light intensity effects. (A) Bioluminescence traces recorded from zebrafish cells expressing the 1x E-box/GRE reporter constructs under different concentrations of DEX (10 nM, 60 nM) or DMSO as a control. Cells were entrained with 12 h light (yellow) / 12 h dark (black) cycles using different light intensities (150 lux, 400 lux, 1500 lux), then bioluminescence was recorded under constant darkness. (B) Tukey boxplots depicting the relative amplitudes of the first and the second cycle of the monitored bioluminescence oscillations shown in A. Relative amplitude is lower at the highest light intensity. Two-way ANOVA indicates significant effects on amplitude for light, but not for DEX treatment or an interaction between the two treatments. (C,D) Element spacing effects: (C) Bioluminescence traces recorded from zebrafish cells expressing the 1x E-box/GRE reporter constructs with different spacing (5 to 20 bp) between the E-box and GRE enhancer elements. (D) Tukey boxplots depicting the relative amplitudes of the first and the second cycle of the monitored bioluminescence oscillations shown in C. *, *p* < 0.05. n.s, not significant.
(TIF) Click here for additional data file.

S8 Fig Examples of UPLC-FLR spectra used for targeted quantification of amino acids and ketoacids. Shown are three examples for (A) glyoxylate, pyruvate, and ketoglutarate in samples at ZT9 (B) serine, glutamine, glycine, and histidine in samples at ZT3 (C) tyrosine, valine, and methionine in samples at ZT21. Black, wild-type; red, *rx3 strong* mutants
(TIF) Click here for additional data file.

S9 Fig Overlay of spectra of zebrafish extracts with the same spectra spiked with pure metabolites to allow unambiguous assignment of the corresponding compounds. The shown spectra are extracts from wildtype siblings (D, E), rx3 strong mutants (C) and wildtype siblings treated with DEX (A, B) at ZT21 (A) or ZT3 (B-D). Extracts without spiked metabolites are always colored black. In some cases (C and D), samples were spiked two and three times with known compounds, as clear identification of the corresponding signals was still possible. Exemplary spectra of zebrafish extract with added glutamine (turquoise), creatine (orange), arginine (purple), glutamate (green), carnitine (blue), lactate (light green) and alanine (red) are shown. As the signals are frequently in crowded areas, spiking is necessary because comparison with databases would be inconclusive. The spiked carnitine signals in this region do not overlap with signals in the pure extract. For clarification, the excerpt of the corresponding J-resolved spectrum with easily identifiable multiplet patterns for carnitine is shown as well (E).
(PNG) Click here for additional data file.

S1 Table RNA-Seq analysis results. (XLS) Click here for additional data file.

S2 Table UPLC-FLR and IC-CD data overview. (XLSX) Click here for additional data file.

S3 Table List of zebrafish metabolic pathway genes (XLSX) Click here for additional data file.

S4 Table Bucket tables for NMR analysis. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

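RNA was sequenced from zebrafish larvae at 5 dpf. The 20 libraries cover 5 conditions at ZT3, ZT9, ZT15 and ZT21, with 1 library per condition and time point. The conditions are untreated wild-type siblings, *rx3 weak* mutants and *rx3 strong* mutants, and wild-type siblings and *rx3 strong* mutants under 25 µM DEX. Each library was assigned to its condition from the sample labels, and no sample column of the tables was left unassigned (0 columns).

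The authors aligned the reads with STAR to the Zv9 genome, counted them on Ensembl genes with HTSeq, and deposited these counts without normalization. The authors also deposited a table of values normalized with DESeq2 and passed through its variance stabilizing transformation, which are on a log2 scale and range from 1.9 to 19.4. That table was used to check the counts and as an alternative, and all main results were computed from the counts. The filter by which the authors chose the genes of the log2 table is not named in the paper's text.

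R 4.3.3, DESeq2 1.42.0, edgeR 4.0.16 and limma 3.58.1 were used for normalization and tests, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 for the model selection. For the rhythmicity models, the counts of the 12 untreated libraries and of the 8 DEX libraries were transformed separately with DESeq2's size factors and variance stabilizing transformation (VST). Normalized counts of single genes were scaled with size factors of all 20 libraries. The transformation was the one, out of 4, closest to the values listed in the S1 Table. Harmonic linear regression with a period of 24 h was fitted with 15 models for the 3 untreated genotypes and 5 models for the 2 treated genotypes. Models were weighted by the BIC, with a minimum weight of 0.3 in the untreated and 0.5 in the DEX libraries and a minimum mean VST value of 6. Rescue followed the paper's criteria, with the relative amplitude as the difference of maximum and minimum over the mean of the VST values taken back from the log2 scale. Confidence intervals of shares of genes are 95% Wilson intervals and cover counting error only.

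Levels were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with the time point as a factor. The 12 untreated libraries shared the estimate of the spread, and the 8 DEX libraries were fitted on their own. The interaction of genotype and treatment was tested in 16 libraries with the time point within treatment as a factor. Differences in rhythm were tested with the same tool on cosine and sine terms per genotype. All p-values of these tests were adjusted by Benjamini and Hochberg's method over the genes tested, and 0.05 was the threshold. The 4 time points stood in for replicates. The number of coefficients was 6 for 12 libraries in the level test, which leaves 6 residual degrees of freedom. Amplitudes of metabolic genes were compared by an exact permutation test that exchanged libraries within time points. Pathways of the S3 Table were tested by an exact hypergeometric test with Benjamini-Hochberg adjustment.

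The model selection was tested on simulated data with 200 genes per model, and the edgeR tests on simulated counts with 200 changed genes each. With a log2 change of 1, the level test recovered 97.5% of the changed genes for the strong allele, 99% for the weak allele and 83% under DEX, and the interaction test recovered 69%. Among unchanged genes these tests called 3, 8, 8 and 5. The model selection assigned a median of 36.0% of the simulated genes to the model they were drawn from with 4 time points, and 96.5% with 24 time points.

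The total counts per library ranged from 16427280 to 22204708 in the untreated libraries and from 12586879 to 49738048 in the DEX libraries. With 1 library per condition and time point, no library-to-library error can be estimated at a time point. Genes that overlap, or share reads with a close paralog, cannot be separated with these counts.

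Genes named in the text were fixed by a rule. It takes every gene the paper names for the RNA-Seq data, and for each level comparison the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, changed in the same direction at all 4 time points and with a mean of at least 50 counts. At most 1 unnamed identifier per direction is printed. Gene names were taken from the S1 and S3 Tables, which name 1895 genes. Of 66 genes taken from the paper, 58 had an identifier there. The models, tests, thresholds, the rule for named genes and most alternatives were set before the data were examined. Lists for the amino acid, urea cycle, purine and glyoxylate pathways were written after the tables were opened but before the values of their genes were seen. Clock and cell cycle lists were matched too incompletely for a share. The alternatives were other scalings, transformations, weights, expression filters, tests and backgrounds, and fits without each time point. Metabolite, reporter and promoter data of the paper were not analysed here.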

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

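The tests of the library with the fewest counts and of the genes that take most of the counts were chosen only after the result was seen. In 15 groups of 4 libraries (total counts, genes with at least 1 read and the share of the 10 highest genes, in each of the 5 conditions), the gap between a library and its nearest neighbour was compared with the range of the group. None of the 15 groups exceeded Dixon's criterion (0 groups, largest ratio 0.805). Single genes were not tested in this way, because the 4 libraries of a group are different time points.

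The difference between *rx3 strong* mutants and wild-type siblings was not the same with and without DEX in 525 of 22809 genes (adjusted p under 0.05, edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). It was more positive under DEX in 334 and more negative in 191. Of 100 splits that exchanged the genotypes within time points, 2 gave as many genes, the real one included. The other one exchanged the genotypes at every DEX time point, which turns the interaction into the sum of both genotype differences, and gave 4086 genes. The largest count among the remaining splits was 164. By the count of genes with an unadjusted p under 0.05 (3158 in the data), 9 of the 100 splits were as large. Depth was a technical explanation, since the DEX library of wild-type siblings at ZT3 had the fewest counts. Without ZT3, 246 of the 525 genes (46.9%) kept their call, which is the loss that depth could bring. Without ZT9 only 135 kept it, so the loss is not specific to the least deep library. All DEX libraries were made with another kit than the untreated ones. An effect of the kit that is alike in both genotypes drops out of the interaction, and one that differs between them does not. A response to DEX that depends on the genotype is a hypothesis that cannot be told apart from such an effect of the kit. GC content was not tested.

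In the paper the *rx3 weak* mutants, eyeless but with normal cortisol levels, control for the lack of eyes. For single genes the S1 Fig describes expression in these mutants, and the paper's text gives no count of genes with a level difference between them and wild-type siblings. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3171 of 22078 genes had an adjusted p under 0.05, of which 1385 were higher and 1786 lower in *rx3 weak* mutants. Only the real split of 100 splits within time points gave as many genes (1 of 100), and the largest of the others gave 1970. The 10 genes with the highest counts took a larger share of the counts in *rx3 weak* mutants than in wild-type siblings. With size factors from relative log expression in place of TMM there were 3172 genes. Both ways of scaling limit the weight of such genes, so that the comparison cannot tell whether a few genes with high counts play a part. The largest rise was in *gck*, with a log2 fold change of 3.34 (standard error 0.54, adjusted p = 0.00866, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher levels at 4 of 4 time points. Its call was lost under 4 of 9 alternatives. The largest fall was in *plod3*, with 106 ± 28.4 normalized counts in wild-type siblings and 1.3 ± 0.6 in *rx3 weak* mutants (SD, n = 4 time points, adjusted p = 1.13e-11, same test), lower at 4 of 4 time points. A variant carried along with the mutation in a line and a difference in the parents of the larvae were not tested. An effect of the *rx3 weak* allele is a hypothesis that cannot be told apart from these. The lack of eyes is part of the phenotype of this allele, and its part in such an effect was not tested.

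The authors' normalized table leaves out some genes of the count table, and 179 of the affected genes are outside it. Their median mean VST value was 7.05, against 8.58 for the affected genes inside the table. The difference of 1.53 was over the 1 set for low counts as an explanation, so low counts remain a candidate explanation for these assignments. No biological explanation was tested.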

How the results depend on the processing

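The alternatives with a 12 h component, with the genes of the authors' normalized table and with the authors' transformed values were chosen after the data were seen. Counting all alternatives, the 14 summary results had 94 values. Of these, 55 stayed within the confidence interval or within 1.5 times the count, and 39 moved further. Among the 14 values of alternatives chosen after the data were seen, 9 stayed and 5 moved. For the 48 level differences and interactions of named genes there were 409 values, of which 362 kept their direction and their side of the threshold, 36 lost their call, 6 gained one and 5 changed sign. The changes of sign were all in fold changes near 0 under DEX. That of *cps1* was between -0.11 and 0.14 across the 4 fits that each left out a time point, that of *agxtb* between -0.33 and 0.06 and that of *paics* between -0.13 and 0.16, and for *paics* it was -0.02 without the time point factor. For none of the changes below was the cause tested (the cause was not tested).

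With a BIC weight of at least 0.5 there were 3832 affected genes, 52.8% of the rhythmic and 24.9% of the metabolic genes. With a mean VST value of at least 8 there were 3756, 45.2% and 31.6%, and without a filter there were 8844, 39.7% and 41.4%. Selection by the corrected Akaike criterion gave 2024, 23.3% and 19.4%. A 12 h component shared by the genotypes in every model gave 9455, 58.2% and 55.1%. With TMM scaling, with log2 of the normalized counts plus 1 and with the genes of the authors' table, these 3 values moved little.

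The rescued share was 56.0% of the affected genes and 65.1% of the affected metabolic genes with a BIC weight of at least 0.3 in the DEX libraries. When model E counted only with both differences smaller it was 33.7% and 44.6%, and with model D alone 24.6% and 33.7%. Among all affected genes it was 41.3% without a filter and 45.8% with a mean VST value of at least 8. The number of pathways enriched among rescued genes was 1 with the affected genes as background (arginine and proline metabolism) and 20 with all detected genes, against 11.

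Without the time point factor, 2052 genes differed in level in *rx3 strong* mutants (4295 with it), 1664 in *rx3 weak* mutants (3171) and 576 in *rx3 strong* mutants under DEX (1795), and the interaction was called in 36 genes (525). The part of higher genes fell with it, to 513 higher and 1151 lower in *rx3 weak* mutants (1385 and 1786 with the factor) and to 67 and 509 under DEX (791 and 1004). DESeq2's Wald test called the interaction in 867 genes. With only the 8 libraries of both genotypes compared, 4086 genes differed in *rx3 strong* mutants and 4178 in *rx3 weak* mutants (1996 of them higher), so that the order of the alleles depends on this setting. Across the 4 fits that each left out a time point, the counts went from 2960 to 3658 for the strong allele, from 2143 to 2569 for the weak allele, from 1059 to 1459 under DEX and from 147 to 396 for the interaction. Without ZT9, 326 were higher and 733 lower under DEX. Of the interaction genes, 110 were more positive and 37 more negative without ZT9 and 298 and 98 without ZT15 (334 and 191 with all time points). Leaving out a time point was not possible for the rhythm models, since model 15 has as many coefficients as 9 libraries would be.

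Differences in rhythm were called in few genes under each alternative. For *rx3 strong* mutants the counts were 6 with DESeq2's likelihood ratio test, 30 with all genes of at least 1 count and 13 with a 12 h component, against 0 (654 with an unadjusted p under 0.05). For *rx3 weak* mutants 1 gene was called, *gck*, which was chosen after its value was seen (adjusted p = 0.0479, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 230 genes with an unadjusted p under 0.05). With size factors from relative log expression there were 0 (223 unadjusted), and with all genes 4, which were *gck* and 3 genes that the tables give no name. Under DEX the counts were 30 with the likelihood ratio test, 21 with all genes and 2 with a 12 h component, both without a name, against 0 (283 unadjusted). In the main tests, uniform p-values would give an unadjusted p under 0.05 in 1104 genes for each untreated comparison and in 1130 under DEX. Splits that exchanged the genotypes within time points had medians of 303 for *rx3 strong* mutants, 345 for *rx3 weak* mutants and 201 under DEX.

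The depth of the DEX libraries limits the level and interaction tests at ZT3, and 4 time points limit the rhythm models. The exact tests of amplitudes cannot reach a share under 1 in 8, so that keeping their result under an alternative shows no stability. Shares of the clock and cell cycle lists are void. The libraries carry no replicate numbers, and the genotypes were paired by time point alone, through the time point factor and the exchanges within time points.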

Differences from the paper's values

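None of the tests behind these values was chosen after the result was seen, except where said. Model E* held 3.3% of the affected genes, against the paper's about 6% in Fig 2D, read by eye. Among the affected metabolic genes it held 4.8%, against the paper's about 10% in Fig 2D, read by eye. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's values. The shares were 3.1% and 4.5% with log2 of the normalized counts plus 1, 3.8% and 4.5% without a filter, 3.3% and 4.9% with a mean VST value of at least 8, 3.1% and 3.9% with the transformation fitted to all 20 libraries, and 3.9% and 5.2% with a BIC weight of at least 0.3 in the DEX libraries. The shares were above the paper's when model E counted only with both differences smaller (16.9% of the metabolic genes) and with model D alone (21.7% and 27.7%).

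Enrichment among rescued genes was found in 11 pathways, against the paper's about 19 in Fig 2E, read by eye. With all detected genes as background there were 20, which no longer differs. With a BIC weight of at least 0.3 in the DEX libraries there were 8 and with the affected genes as background 1, and both still differ.

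Affected genes were 18.8% of the detected genes, against the paper's 23.4%. With the genes of the authors' normalized table alone, an alternative chosen after seeing the values, they were 23.0%.

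The paper states that amplitudes were reduced in *rx3 strong* mutants in the genes of models 14 and 15. Here the median in model 14 was 0.389 in wild-type siblings and 0.418 in *rx3 strong* mutants, in model 15 it was 0.373 and 0.339, and 53.8% of the genes of both models had a smaller amplitude in *rx3 strong* mutants. For Fig 1G the paper gives the reduction of the amplitudes of metabolic genes as significant across genes. In the exact test across libraries the share was 1 in 8, the smallest possible.

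The paper describes enzymes that use glyoxylate as reduced in *rx3 strong* mutants. The levels of *agxtb* and *agxta* were lower, with log2 fold changes of -1.68 and -0.44, and that of *grhprb* was higher by 0.85. The paper describes the changes in the glyoxylate and purine genes as rescued by DEX. Here *agxtb* and *hao1* were in model E*. They were not rescued with log2 of the normalized counts plus 1 or with the transformation fitted to all 20 libraries. The other alternatives for the rescue could not turn a gene of model E* into a rescued one. The genes *gart* and *paics* were ambiguous under DEX. These are classes of rhythm, and the levels gave a different picture. The log2 fold change of *agxtb* was -1.68 untreated and -0.09 under DEX, and that of *paics* was 1.91 and 0.02. For *hao1* it was 0.35 and 0.65, so its level difference did not shrink. With a BIC weight of at least 0.3 in the DEX libraries *gart* was rescued, and *paics* was rescued with the transformation fitted to all 20 libraries.

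In Fig 4C, 34 of the affected genes matched here are marked as rescued, and 25 of them were rescued here. Of the other 9, *aldoca*, *aco1*, *suclg2*, *adpgk*, *fbp1b* and *g6pca.2* had a BIC weight under 0.5 in the DEX libraries, and *hkdc1*, *glud1b* and *eno1b* were in model E*. With a BIC weight of at least 0.3 in the DEX libraries 31 of the 34 were rescued, and with the transformation fitted to all 20 libraries *glud1b*, *suclg2*, *adpgk* and *g6pca.2* were. The gene *idh3a* is in model 5 in Fig 4C and was in model 14 here. Model 5 was reached with selection by the corrected Akaike criterion, and with the authors' transformed values, an alternative chosen after seeing the values.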

Other observations

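The tests of a design too small to call a lost rhythm, of a 12 h component, and of a rhythm shared by all genotypes that is simulated at 4 time points were chosen only after the result was seen.

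A hypothesis was that part of the 6072 affected genes comes from the model selection itself. In 17 of 100 splits that exchanged the 3 genotypes within time points, the real one included, as many genes were affected (median of the others 4494, range 2494 to 7862). Of 100000 genes simulated without a rhythm, 24.3% were placed in models 5, 6, 14 and 15, against 31.0% of the genes in the data, a ratio of 0.79. Models 2 to 15 took 60.4% of these simulated genes, against 71.0% in the data. Among the genes in models 2 to 15, the affected share was 40.3% in the simulation and 43.6% in the data. Of genes simulated with 1 rhythm shared by the 3 genotypes, 34% were placed in these models with 4 time points and 1.5% with 24 time points. The selection at 4 time points thus remains a candidate explanation for part of the number. Models 5, 6 and 14, which set *rx3 strong* mutants apart, held 1.8 times the genes of the models that set *rx3 weak* mutants apart and 2.05 times those that set wild-type siblings apart, both over the ratio of 1.5 set for noise. In 8 of the 100 splits, the real one included, models 5, 6 and 14 held at least the 3730 genes of the data (median of the others 2265, range 1340 to 4411). Each gene's genotype means were taken out before the libraries were exchanged, so level differences between the genotypes did not enter these splits. Neither number was set apart from exchanged libraries, with 17 and 8 of the 100 splits as large. An excess of rhythms that differ in *rx3 strong* mutants thus remains a hypothesis that the splits do not set apart from exchanged genotypes. In the data 11.9% of the genes were in the unaffected model 11, against 1.8% of those simulated without a rhythm. In 87 of the 100 splits model 11 held at least the 2335 genes of the data (median of the others 3338). For the affected models the shares were 6.8% and 3.3% in model 5, 2.8% and 4.0% in model 6, 9.4% and 3.8% in model 14, and 11.9% and 13.2% in model 15.

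A single library set apart was tested by the share of the squared difference at each time point. The largest share was 30.8% for *rx3 strong* mutants in models 5, 6 and 14, and 25.9% for the genotype difference in model E under DEX. A cosine weighs opposite time points alike and holds these shares under 50% in advance, so they cannot tell whether a single library is behind the pattern.

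The test of rhythm differences with an error rate called 0 genes in *rx3 strong* mutants, and all 100 splits gave as many. It had 654 genes with an unadjusted p under 0.05, where 1104 would be expected with uniform p-values. By the unadjusted count, 18 of the 100 splits were as large, and the median over all splits but the real one was 303. In simulated counts the test recovered 1.5% of lost rhythms with a difference of 1 between peak and trough (log2). It recovered 77% of those with a difference of 2. The simulation placed 200 lost rhythms in well expressed genes and took each gene's spread from the trend across genes. A design too small is thus a candidate explanation for the count of 0 among weak rhythms. Among strong rhythms the simulation does not exclude it. Of the affected genes, 43 had an amplitude of at least 2 in wild-type siblings (18 in models 5 and 6), and none of them was called. A 12 h component shared by the genotypes, if counted as error, was a further explanation. With this component in the fit 13 genes were called (1280 unadjusted), under the 100 set for it. For *rx3 weak* mutants, 8 of 100 splits gave at least the 1 gene of the data, and by the unadjusted count 70 were as large. Under DEX, 8 of the 8 splits gave as many as the 0 genes of the data (283 unadjusted), and a share under 0.05 is not possible with 8 splits. Genotype means were taken out before the exchanges in all these splits, so level differences between the genotypes did not enter them. A count of 0 is matched by any split, so for *rx3 strong* mutants the adjusted count cannot decide.

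The affected genes were in model D or E under DEX in 49.9% of cases and the genes of model 1, with no rhythm in any untreated genotype, in 40.8%, a ratio of 1.22. For rhythmic genes that were not affected the share was 50.9%, and for the unaffected model 11 it was 57.8%. When each affected gene was given the DEX values of another gene of similar mean expression, the rescued share was 43.2% (mean of 100 draws, 42.0% to 44.6%), against 43.0% with its own values. The rescued share may therefore follow from how often any gene of that expression is placed in models D and E, and a rescue specific to the affected genes is not set apart from this by the share. Among affected metabolic genes the rescued share was above that of all but 1 of the 10000 matched lists of affected genes.

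Metabolic genes were affected more often than matched lists, with 38.7% against a 95th percentile of 32.8%, so that higher expression alone does not account for it. A closer tie of metabolic genes to the *rx3 strong* genotype is a hypothesis that still depends on the model selection tested above.

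Between the untreated and the DEX libraries, 12063 genes changed in wild-type siblings and 12965 in *rx3 strong* mutants (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The shifts of both genotypes had a Pearson correlation of 0.919 across genes, which are not independent, and 89.6% had the same direction. The Spearman correlation of the shift with gene length was -0.212 in wild-type siblings. Effects of DEX on levels cannot be told apart from those of the library kit.

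Level differences between *rx3 strong* mutants and wild-type siblings were as frequent as in the data in 1 of 100 splits, the real one, and the largest of the others gave 1641 genes. Of the 4295 genes of the strong allele and the 3171 of the weak allele, 1840 were shared, and 1719 of these had the same direction. The correlation of the fold changes across all genes was 0.753 (Pearson), and the shared wild-type libraries raise it. Under DEX, 1795 genes differed in level between *rx3 strong* mutants and wild-type siblings, of which 791 were higher and 1004 lower. Only the real one of the 8 splits gave as many (1 of 8), which cannot be a share under 0.05. Of the 4226 genes of the strong allele that were also tested under DEX, 79.8% had the same direction there and 1004 had an adjusted p under 0.05 in the same direction. The largest fall of a named gene under DEX was in *rho*, with 27065.8 ± 12659.3 normalized counts in wild-type siblings and 28.9 ± 10.4 in *rx3 strong* mutants (SD, n = 4 time points), a log2 fold change of -9.86 (standard error 0.28, adjusted p = 1.78e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower at 4 of 4 time points. No biological explanation was tested for it.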
